# Mitotic gene regulation by the N-MYC-WDR5-PDPK1 nexus

**DOI:** 10.1186/s12864-024-10282-6

**Published:** 2024-04-11

**Authors:** Sarah A. Streeter, Alexandria G. Williams, James R. Evans, Jing Wang, Alissa D. Guarnaccia, Andrea C. Florian, Rafet Al-Tobasei, Qi Liu, William P. Tansey, April M. Weissmiller

**Keywords:** N-MYC, WDR5, PDPK1, Mitosis, Chromosome segregation, Spindle pole, Genomic instability, Neuroblastoma

## Abstract

**Background:**

During mitosis the cell depends on proper attachment and segregation of replicated chromosomes to generate two identical progeny. In cancers defined by overexpression or dysregulation of the *MYC* oncogene this process becomes impaired, leading to genomic instability and tumor evolution. Recently it was discovered that the chromatin regulator WDR5—a critical MYC cofactor—regulates expression of genes needed in mitosis through a direct interaction with the master kinase PDPK1. However, whether PDPK1 and WDR5 contribute to similar mitotic gene regulation in MYC-overexpressing cancers remains unclear. Therefore, to characterize the influence of WDR5 and PDPK1 on mitotic gene expression in cells with high MYC levels, we performed a comparative transcriptomic analysis in neuroblastoma cell lines defined by *MYCN*-amplification, which results in high cellular levels of the N-MYC protein.

**Results:**

Using RNA-seq analysis, we identify the genes regulated by N-MYC and PDPK1 in multiple engineered CHP-134 neuroblastoma cell lines and compare them to previously published gene expression data collected in CHP-134 cells following inhibition of WDR5. We find that as expected N-MYC regulates a multitude of genes, including those related to mitosis, but that PDPK1 regulates specific sets of genes involved in development, signaling, and mitosis. Analysis of N-MYC- and PDPK1-regulated genes reveals a small group of commonly controlled genes associated with spindle pole formation and chromosome segregation, which overlap with genes that are also regulated by WDR5. We also find that N-MYC physically interacts with PDPK1 through the WDR5-PDPK1 interaction suggesting regulation of mitotic gene expression may be achieved through a N-MYC-WDR5-PDPK1 nexus.

**Conclusions:**

Overall, we identify a small group of genes highly enriched within functional gene categories related to mitotic processes that are commonly regulated by N-MYC, WDR5, and PDPK1 and suggest that a tripartite interaction between the three regulators may be responsible for setting the level of mitotic gene regulation in N-MYC amplified cell lines. This study provides a foundation for future studies to determine the exact mechanism by which N-MYC, WDR5, and PDPK1 converge on cell cycle related processes.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-024-10282-6.

## Background

During mitosis a cell undergoes an ordered series of phases that allow it to divide into two daughter cells containing identical genetic material. This is a highly regulated process that relies on proper attachment of replicated chromosomes to the microtubules that make up the spindle pole prior to chromosome segregation. Any errors in chromosome attachment are detected by the spindle assembly checkpoint (SAC), which when activated can pause cells in mitosis until all chromosomes are attached correctly [1]. Proper chromosome segregation is achieved by a wide array of proteins, including kinetochore protein complexes that are responsible for attaching and aligning chromosomes to the spindle pole and other SAC signaling proteins that are recruited to sites of kinetochore formation [1, 2]. The delay on cell cycle progression induced by SAC can be long in duration or transient, with some cells being able to exit mitosis through mitotic slippage or adaptation [3]. Completion of mitosis in the absence of the SAC does not guarantee cell progeny will contain chromosomal abnormalities, but it does dramatically increase the likelihood of genomic instability and acquisition of the hallmarks of cancer [3, 4].

Genomic instability feeds into all stages of malignancy including tumorigenesis, metastasis, and tumor evolution [5]. Maintenance of genomic instability in cancers is accomplished in part through the loss or gain of chromosomes during improper mitosis, resulting in chromosomal instability and aneuploidy [6]. Cancers that show overexpression or dysregulation of the *MYC* oncogene are particularly prone to genomic instability due to the prominent effect that MYC has as an oncoprotein transcription factor in facilitating expression of genes needed for cell cycle phase progression and mitotic cell fate [7]. In non-transformed epithelial cells, overexpression of MYC delays exit from mitosis through induction of the SAC [8]. However, to overcome any chromosomal segregation delays, MYC binds to and increases expression of genes needed in spindle and kinetochore formation, allowing for premature exit from mitosis that ultimately leads to chromosomal instability [8]. These data provide an interesting molecular explanation for how cells with high levels of MYC can effectively override paused mitosis to continue cell division at the expense of increased genomic instability [9].

Beyond MYC, signaling proteins such as the Aurora Kinases and Polo-like kinases can regulate expression of genes required for chromosomal segregation and spindle pole/kinetochore formation [10], suggesting an interplay between various transcriptional regulators to influence the overall ability of cancer cells to complete mitosis. In recent years, the chromatin-regulatory protein known as WDR5 (WD repeat-containing protein 5) has also entered into the realm of proteins that can regulate cell cycle progression, with WDR5 possessing a non-chromatin role during mitosis in recruitment of specific kinesins to the spindle pole [11] and a chromatin-based role during interphase in regulation of genes needed for mitosis, including spindle and kinetochore genes [12]. The latter chromatin-based role is thought to involve a direct interaction between WDR5 and the master kinase PDPK1 (3-phosphoinositide-dependent protein kinase 1, also called PDK1). Inhibition of the WDR5-PDPK1 interaction either by chemical or genetic methods directly changes transcription of spindle and kinetochore genes, suggesting that the WDR5-PDPK1 interaction functions to regulates expression of mitotic genes [12]. However, these studies were founded in cells lacking high levels of MYC and as WDR5 is a critical cofactor for c- and N-MYC [13, 14] target gene recognition, it is worth understanding the extent by which MYC, PDPK1, and WDR5 influence expression of mitotic genes in a more relevant MYC-driven cancer context.

Here, we create a variety of genetically engineered N-MYC amplified CHP-134 cell lines to probe the gene networks regulated by N-MYC, PDPK1, and WDR5. Using RNA-seq analysis, we identify the genes regulated by N-MYC and PDPK1 and compare them to previously published gene expression data collected in CHP-134 cells following inhibition of WDR5. We find that while N-MYC regulates thousands of diverse genes in the CHP-134 genome, PDPK1 regulates specific sets of genes involved in development, signaling, and mitosis. Comparison between N-MYC- and PDPK1-regulated genes reveals that the genes commonly regulated are enriched within biological functions connected to spindle pole formation and the mitotic phase of cell cycle and overlap with genes that are also controlled by WDR5. Interestingly, in multiple N-MYC amplified cell lines, N-MYC can physically interact with PDPK1 at least in part through the WDR5-PDPK1 interaction, suggesting that a tripartite complex between the three regulators may be responsible for setting the level of mitotic gene regulation in N-MYC amplified cell lines. Overall, this study highlights the intricate and complex nature of mitotic gene regulation in cancer cells and provides a foundation for further studies in MYC-amplified cancers.

## Results

### N-MYC regulates genes involved in cell cycle in CHP-134 cells

MYC has been shown to regulate mitotic gene expression in a variety of cell lines [15]. To investigate whether this is true in N-MYC amplified cells, we engineered the N-MYC amplified CHP-134 cell line so that we could induce expression of either enhanced green fluorescent protein (EGFP) or the genetic MYC inhibitor known as OmoMYC through the Tet-On system that we previously characterized [16]. 

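CHP-134 is an established human neuroblastoma line, and OmoMYC is a mutated dimerization domain of MYC that competes with MYC proteins for their partners. For RNA-seq, 3 replicate cultures of the EGFP line and 3 of the OmoMYC line were treated with 1 µg/ml doxycycline for 3 days. The authors trimmed the reads with Cutadapt, aligned them to hg19 with STAR and counted them on genes with FeatureCounts. The deposited values are these counts, whole numbers without normalization, for 17810 genes listed by symbol and versioned Ensembl identifier. The EGFP libraries hold 28060817 to 32001315 counts (median 29084046) and the OmoMYC libraries 29288048 to 38358128 (median 30135795). From these counts, libraries were scaled by edgeR's TMM method, and the 13803 genes that passed its filter on low counts were tested by its quasi-likelihood test with Benjamini-Hochberg adjustment. Genes with an adjusted p-value (FDR) below 0.05 are called changed. Expression is given as CPM, the gene's count over the library's total after TMM scaling. Sampling of reads alone would give a chi-square of 1 per degree of freedom between a pair of replicate libraries. Pairs of OmoMYC replicates gave 2.79 to 8.58, and pairs of EGFP replicates gave 7.94 to 42.1, with the largest value between EGFP replicates 1 and 3. The biological coefficient of variation over all 6 libraries was 0.0838. The most counted gene, DDX1, took 3.12% to 3.83% of the counts in EGFP libraries and 2.55% to 2.69% in OmoMYC libraries. With 3 libraries against 3, an exact 2-sided permutation test of any single gene cannot give a p-value below 0.1.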

Induction of OmoMYC compared to EGFP followed by RNA-seq analysis reveals that inhibiting N-MYC in this manner causes thousands of gene expression changes in either direction (Fig. 1a, Additional File 1: Table S1). 

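Of the 13803 genes tested, 3545 were suppressed and 3766 were induced by OmoMYC. The median absolute log2 fold change was 0.45 among suppressed genes and 0.57 among induced genes. The 3 OmoMYC libraries lay entirely above or below the 3 EGFP libraries for 7173 of the 7311 called genes, and for 62.3% of all tested genes against 10% by chance. Leaving out one library moved these counts most: they ranged from 2842 (without OmoMYC replicate 1) to 4184 suppressed genes (without EGFP replicate 3), and from 2698 (without OmoMYC replicate 3) to 4065 induced genes (without EGFP replicate 3). Among 14 genes fixed in advance (MYCN, MYC, MAX, WDR5, PDPK1, GAPDH, FKBP1A, CRBN, CENPE, CENPF, ASPM, SMC3, SMC4 and TOP2A), 9 were called over all genes tested and 10 when adjusted over the list alone. MYCN (ENSG00000134323.10, chromosome 2 of hg19 from 16080672 to 16087129) fell from 2713 ± 266 CPM with EGFP to 2240 ± 66.0 CPM with OmoMYC (SD, n = 3 each). Its log2 fold change was -0.28 (standard error 0.07, adjusted p = 0.0103, edgeR's quasi-likelihood test), and stayed between -0.37 and -0.26 with each library left out in turn. MYC (ENSG00000136997.10, chromosome 8 from 128747680 to 128755197) was counted at 0.610 ± 0.0684 CPM with EGFP and 522 ± 7.85 CPM with OmoMYC (SD, n = 3 each), a log2 fold change of 9.73. Counts per gene do not separate reads of MYC from reads of the OmoMYC transgene, which is derived from MYC. PDPK1 rose by a log2 fold change of 0.26 (adjusted p = 0.00921), and was not called without EGFP replicate 2, OmoMYC replicate 1 or OmoMYC replicate 2 (adjusted p-values from 0.00308 to 0.0602 over the libraries left out). MAX (0.17, adjusted p = 0.0591) and WDR5 (-0.12, adjusted p = 0.192) were not called. GAPDH (-0.06), FKBP1A (-0.02) and CRBN (-0.16) were not called either.
The largest changes were ranked among called genes with a mean of at least 1 CPM whose groups did not overlap. Apart from MYC, the largest rises were in AJAP1, VWA3A, KLHL1 and PLCL1. AJAP1 (ENSG00000196581.6) had 0 to 1 counts per EGFP library and 654 to 832 per OmoMYC library, and was at least 218-fold higher. VWA3A (ENSG00000175267.10, 0 to 3 counts with EGFP) was at least 348-fold higher and KLHL1 (ENSG00000150361.7, 0 to 1 counts) at least 104-fold higher, each against a floor of 3 counts. PLCL1 (ENSG00000115896.11, 4 to 6 counts with EGFP) had a log2 fold change of 8.15 with a standard error of 0.14. The largest falls were in CHRNA1 (ENSG00000138435.10), with a log2 fold change of -2.75 from 7.04 ± 0.817 to 1.03 ± 0.250 CPM, and in SLC24A2 (ENSG00000155886.7), with one of -2.19. SIM1 (-1.96), RGCC (-1.81) and DMRTA1 (-1.79) followed, and KCNS2 had a log2 fold change of -1.78. The EGFP and OmoMYC cells are separately engineered lines, so differences between the lines are part of these values.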

To categorize genes regulated by N-MYC, we performed gene set enrichment analysis (GSEA) against the MSigDB Hallmark data sets (Additional File 2: Table S2). 

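Lists of genes were written from general knowledge for this purpose, because the Hallmark sets were not used here. Each of 14 lists was compared with all other tested genes by limma's camera test with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the lists. Camera called 12 lists, and the rotation test fry also called each of these except the ribosomal proteins. Fry asks whether a list changed at all, not whether it changed more than other genes. With 7311 of the 13803 tested genes called, its calls therefore add little to those of camera. With a correlation estimated for each list, camera called 0 lists, while 8170 single genes had an unadjusted p-value below 0.05. The myogenesis list had 63 tested genes with a median log2 fold change of 0.45 (adjusted p = 0.000457, camera). Of these genes 46 were higher and 17 lower with OmoMYC, and 33 were called induced and 6 suppressed. The median ranged from 0.30 (without EGFP replicate 1) to 0.50 as single libraries were left out. For 3 genes of the list the EGFP libraries were at or under 3 counts, and with these genes at their lower bound the median was 0.45. After a correction in each library for GC content, transcript length and gene span, the median of the list was 0.11. The WNT/beta-catenin list had 41 tested genes with a median log2 fold change of 0.09, of which 14 were called induced and 8 suppressed. Camera did not call this list (adjusted p = 0.414), fry did (adjusted p = 0.0234), and the median was 0.01 without EGFP replicate 1. After the correction for gene features the median was -0.13, with 26 genes lower and 15 higher, and fry called the list suppressed (adjusted p = 0.00305).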

Genes that are induced by OmoMYC induction were enriched significantly among only two data sets, including myogenesis and WNT-signaling pathway (false-discovery rate (FDR) < 0.05) (Fig. 1b, Additional File 2: Table S2) suggesting that induced genes do not cluster within any particular biological process. In contrast, genes that are suppressed by OmoMYC induction were enriched among a large group of data sets, with those related to cell cycle function (“E2F targets”, “G2/M Checkpoint”, and “Mitotic Spindle”) being among the top data sets based on FDR (Fig. 1c, Additional File 2: Table S2). These data indicate that consistent with known functions of MYC proteins, N-MYC promotes expression of a vast number of genes in N-MYC amplified cells that impact important cellular processes related to growth and cell division.

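The S phase list, which holds genes of DNA replication and other E2F targets, had a median log2 fold change of -0.49 over 40 genes (adjusted p = 3.60e-12, camera). All 40 genes were lower with OmoMYC and 35 were called suppressed. The G2/M list had a median of -0.61 over 53 genes (adjusted p = 1.63e-14), with 51 genes lower and 48 called. The list of spindle proteins and mitotic kinesins had a median of -0.51 over 30 genes (adjusted p = 1.07e-09), with 27 called suppressed and 1 induced. The kinetochore and spindle checkpoint list had a median of -0.55 over 45 genes (adjusted p = 5.54e-10), with 35 called suppressed and 1 induced. The cohesin and condensin list had a median of -0.39 over 21 genes (adjusted p = 0.000165). As single libraries were left out, the G2/M median stayed between -0.70 and -0.58 and the S phase median between -0.55 and -0.48. After the correction for GC content, transcript length and gene span, these medians were -0.52 and -0.43.
Of CENPE, CENPF, ASPM, SMC3, SMC4 and TOP2A, ASPM (ENSG00000066279.12, chromosome 1 from 197053251 to 197115824) fell most, from 316 ± 36.0 CPM with EGFP to 170 ± 4.35 CPM with OmoMYC (SD, n = 3 each). Its log2 fold change was -0.89 with a standard error of 0.08 (adjusted p = 1.64e-05, edgeR's quasi-likelihood test). TOP2A (ENSG00000131747.10, chromosome 17 from 38544777 to 38574148) fell from 1505 ± 178 to 848 ± 31.0 CPM, a log2 fold change of -0.83 (adjusted p = 2.74e-05). CENPF (ENSG00000117724.8, chromosome 1 from 214776528 to 214837917) fell from 1483 ± 163 to 925 ± 23.3 CPM, a log2 fold change of -0.68. CENPE (ENSG00000138778.7, chromosome 4 from 104026506 to 104119602) fell from 191 ± 20.7 to 122 ± 5.88 CPM, a log2 fold change of -0.65. The log2 fold changes of SMC4 (ENSG00000113810.11) and SMC3 (ENSG00000108055.9) were -0.50 and -0.48. All 6 genes were called, with adjusted p-values up to 0.000859, and in each of them every OmoMYC library lay below every EGFP library. As a list, the 6 genes had a median log2 fold change of -0.67. CENPE is also in the kinetochore list, ASPM in the spindle list and SMC4 in the cohesin list. Calls of these lists are therefore not separate lines of evidence.

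**Figure D1:**
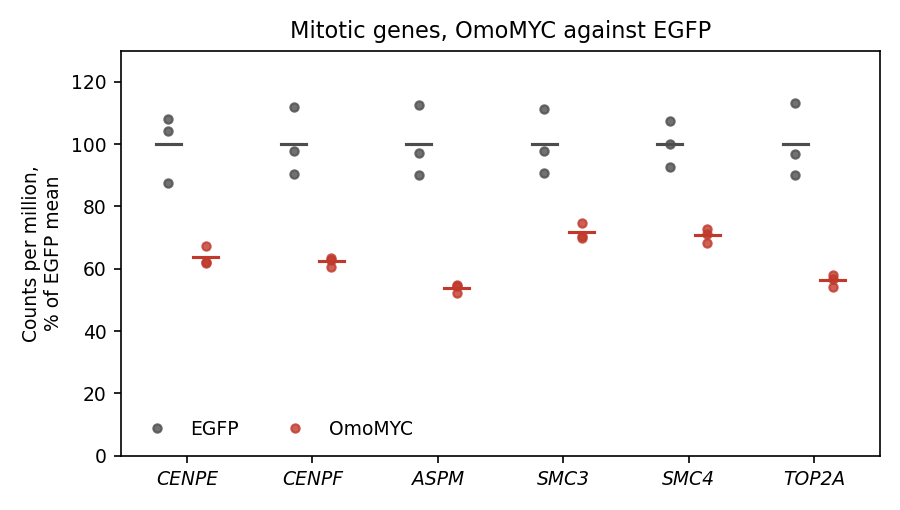
Expression of 6 mitotic genes in each library, in CPM as a percentage of the EGFP mean of the gene (vertical axis), for EGFP (grey) and OmoMYC (red). Points are the 3 replicate libraries and lines their mean, and the OmoMYC libraries lie below the EGFP libraries for all 6 genes.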

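The list of core MYC target genes holds genes of nucleotide synthesis, ribosome biogenesis and translation, and others such as LDHA. It had a median log2 fold change of -0.20 over 49 genes (adjusted p = 0.000217, camera). Of these, 27 were called suppressed and 4 induced. Genes of cholesterol synthesis had a median of -0.32 over 23 genes (adjusted p = 0.00330). Genes with symbols that start with RPL or RPS and a digit, listed as ribosomal proteins, had a median of -0.14 over 88 genes (adjusted p = 0.00651). Such symbols can include genes that do not encode ribosomal proteins. The listed genes were not called by fry (adjusted p = 0.111) and had a median of -0.23 without EGFP replicate 3. With the correction for gene features their median was -0.12. Camera then did not call them (adjusted p = 0.155), while fry called them as suppressed (adjusted p = 0.0386). The integrin list had a median of 0.25 over 19 genes (0.12 without OmoMYC replicate 2) and was not called (adjusted p = 0.967). Its adjusted p-values ranged from 0.314 to 0.991 over the alternatives, and its direction differed between tests. After a correction for GC content, transcript length and gene span, fry called it as suppressed (adjusted p = 0.0193), with a median of 0.10, while camera did not call it (adjusted p = 0.407). The replication-dependent histone genes (median -0.54, 42 genes) and the 13 mitochondrially encoded genes (median 0.50) were both called. From the suppressed gene sets, and with reference to known functions of MYC proteins, the paper concludes that many genes with roles in growth and division depend on N-MYC in these cells.

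**Figure D2:**
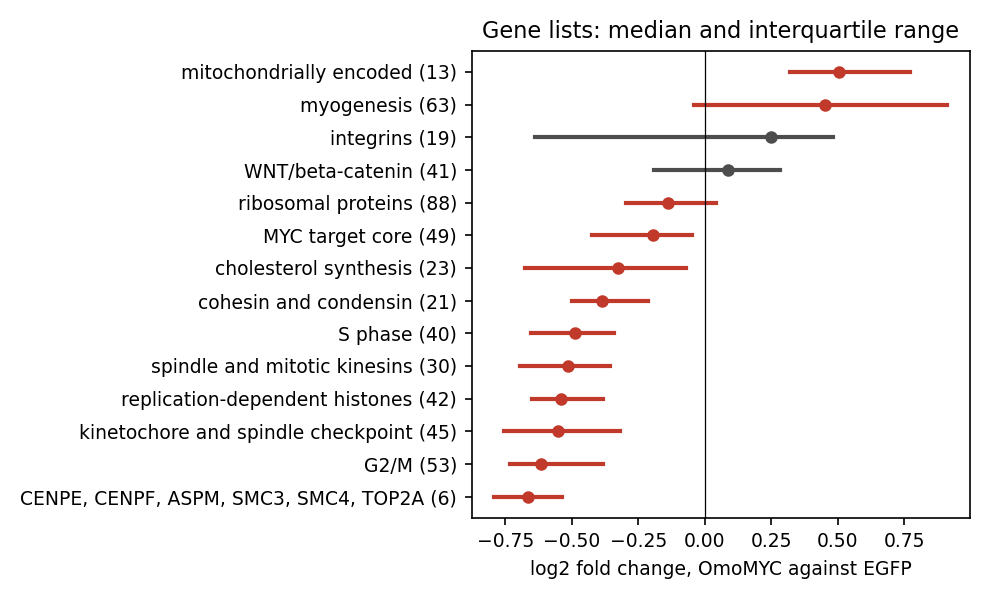
Log2 fold change between OmoMYC and EGFP for 14 lists of genes (horizontal axis), with the number of tested genes in brackets. Points are medians, bars span the interquartile range of the genes, and red marks lists with an adjusted camera p-value below 0.05, which are all but the integrin and WNT/beta-catenin lists.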

**Fig. 1:**
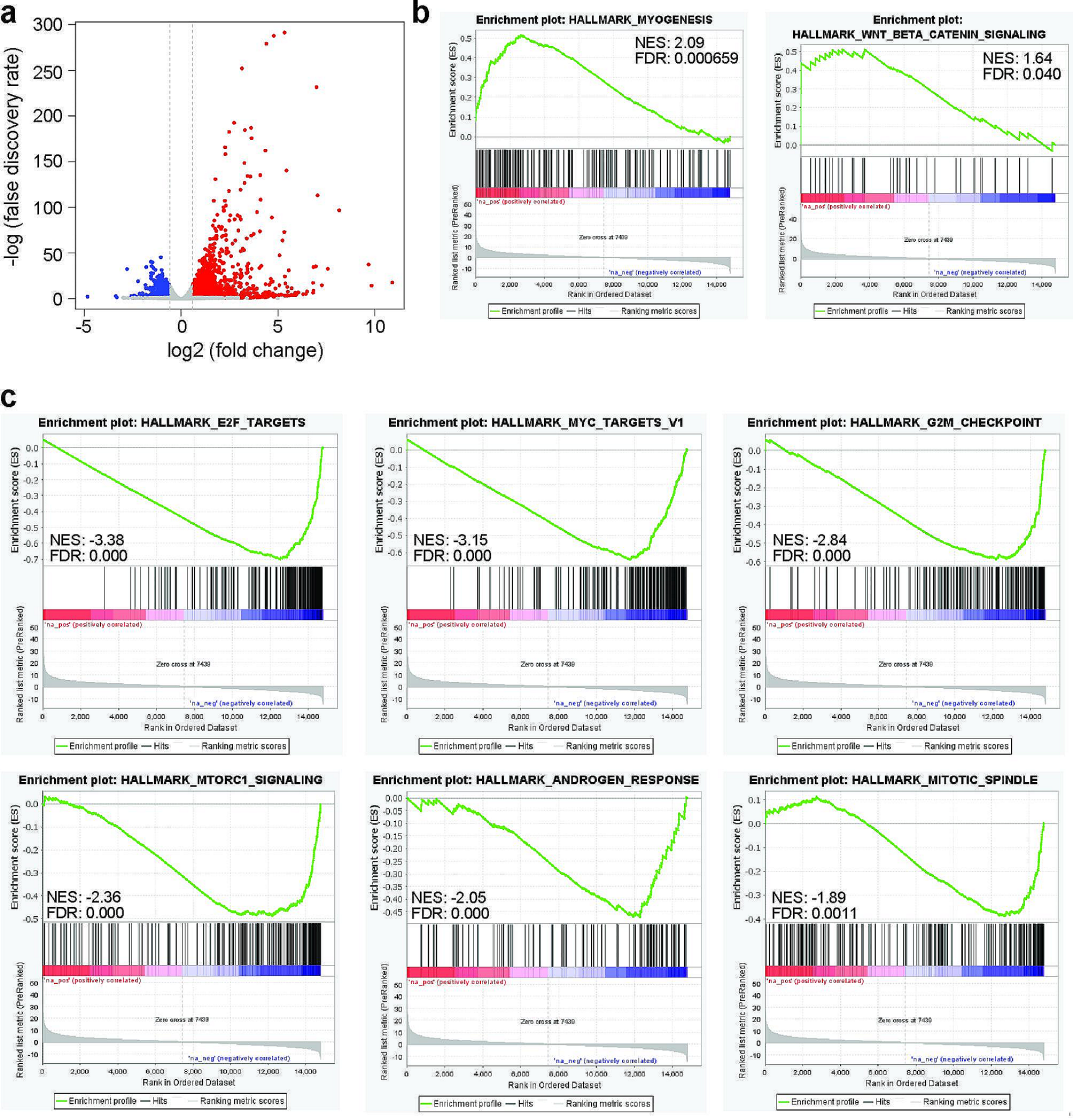
Induction of OmoMYC causes widespread gene expression changes. (**a**) Volcano plot showing data for all genes analyzed following induction of OmoMYC versus EGFP in engineered CHP-134 cells for three days. Blue dots indicate genes decreased in expression by a fold change of < -1.5 and FDR < 0.05. Red dots indicate genes that increased in expression by a fold change of > 1.5 and FDR < 0.05. (**b**) Gene set enrichment analysis was performed to compare OmoMYC-induced changes in gene expression against the MSigDB Hallmark data sets. Genes that increased in expression are significantly enriched among the gene categories shown. (**c**) Gene set enrichment analysis was performed to compare OmoMYC-induced changes in gene expression against the MSigDB Hallmark data sets. Genes that decreased in expression are significantly enriched among the gene categories shown. Additional gene categories are noted in Additional File 2: Table S2

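At an FDR below 0.05 and a fold change past 1.5 in either direction, 1052 genes were suppressed and 1848 induced by OmoMYC. Past 2-fold, 216 genes were suppressed and 922 induced. These counts use the fitted fold change. A test of each gene against a 1.5-fold change (edgeR's glmTreat) called 239 genes suppressed and 945 induced. As single libraries were left out, the counts by fitted fold change ranged from 892 to 1487 for suppressed genes and from 1574 to 2012 for induced genes.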

### PDPK1 facilitates expression of mitotic genes in CHP-134 cells

To understand the influence of PDPK1 on the transcriptome in N-MYC amplified neuroblastoma cells, we engineered CHP-134 cells so that endogenous PDPK1 is expressed in-frame with a FKBP12(F36V)-2xHA tag, allowing PDPK1 to be degraded by the dTAG method [17]. Using this approach, addition of 500 nM dTAG47 causes PDPK1 degradation in engineered CHP-134 cells within 24 h with no obvious impact on N-MYC or WDR5 protein levels when compared to a dimethyl sulfoxide (DMSO) control (Fig. 2a, Additional File 3: Figure S1). Next, we performed quantitative mRNA analysis following depletion of PDPK1 for 24 and 48 h to probe the expression of genes we previously identified as connected to the WDR5-PDPK1 interaction, including the kinetochore genes, *CENPE* and *CENPF*, the spindle formation regulator gene, *ASPM*, and genes involved in cohesion and chromosomal segregation which include *SMC3*, *SMC4*, and *TOP2A* [12]. At both timepoints, expression of these genes is decreased relative to vehicle-treated cells (Fig. 2b), indicating that in the N-MYC amplified CHP-134 cell line PDPK1 facilitates expression of genes connected to the spindle and kinetochore.

**Fig. 2:**
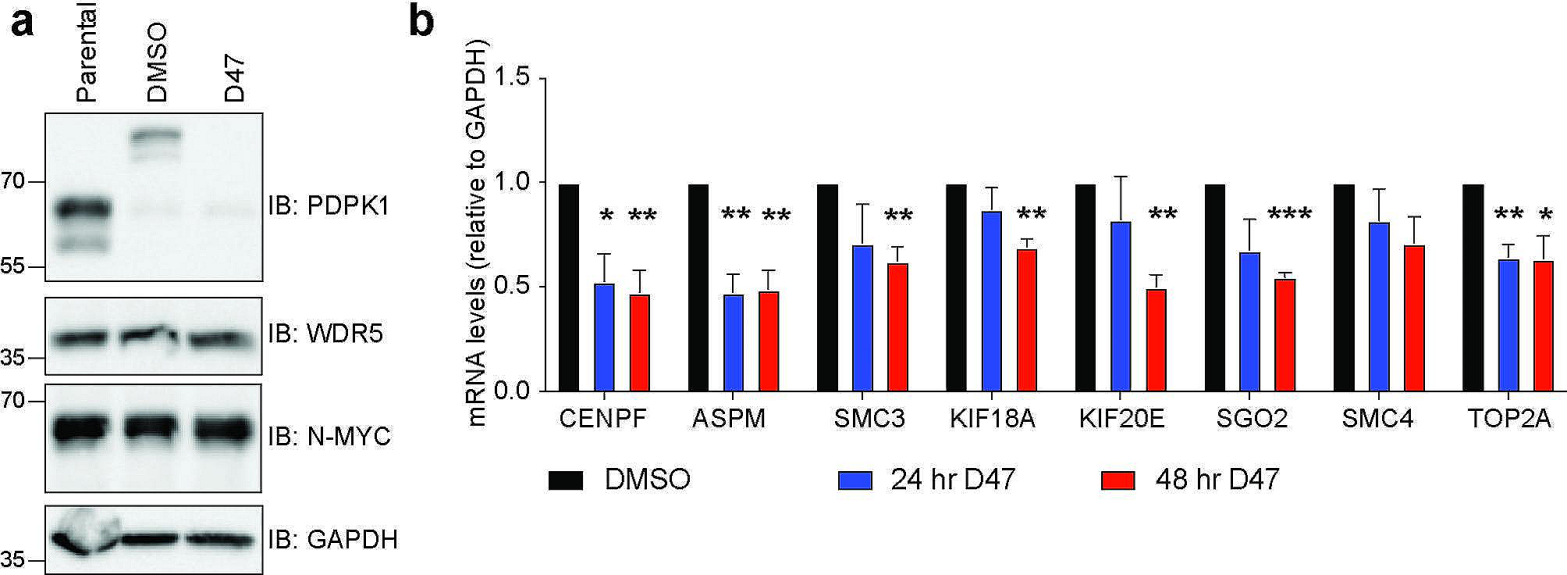
Depletion of PDPK1 using the dTAG method reduces expression of mitotic genes. (**a**) Western blot showing PDPK1 expression in parental CHP-134 cells and cells engineered so that endogenous PDPK1 is expressed in frame with a FKBP12(F36V)-2xHA tag, treated with either DMSO or 500 nM dTAG47 (D47) for 24 h to induce PDPK1 degradation. Uncropped blots are presented in Additional File 3: Figure S1. (**b**) mRNA analysis of genes involved in mitosis following treatment of engineered CHP-134 cells for 24–48 h with 500 nM dTAG47. *GAPDH* is used for normalization as a reference gene (*n* = 3 biological replicates, error bars are standard error, ***P < 0.001, **P < 0.01, *P = 0.05 using unpaired *t*-test, two-tailed)

To obtain a global view of PDPK1-dependent changes in gene expression, we performed RNA-seq on the early (24 h) timepoint samples. Approximately 2600 differentially expressed genes were detected, with roughly equal gene expression changes in either direction (Fig. 3a, Additional File 4: Table S3, Additional File 5: Figure S2a). 

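dTAG47 is a small molecule that bridges proteins fused to an FKBP12 tag and the ubiquitin ligase receptor cereblon, and parental CHP-134 cells carry no tagged protein. In the paper's methods, 4 biological replicates of parental cells were treated for 18 h with 500 nM dTAG47 and 4 with DMSO. Ribosomal RNA was depleted before library generation, and the authors made the counts in the same way as those for the OmoMYC experiment. The deposited table holds whole-number counts for 19143 genes. The DMSO libraries hold 40861430 to 51199800 counts (median 46594834) and the dTAG47 libraries 43019725 to 53451641 (median 51279407). The filter on low counts left 14470 genes, with a biological coefficient of variation of 0.0564 over the 8 libraries. Replicate libraries did not differ from one another to the same degree. DMSO replicates 1 and 2 differed by a chi-square per degree of freedom of 2.64 and DMSO replicates 3 and 4 by 3.15, whereas pairs across these differed by 8.70 to 11.3. Among dTAG47 libraries, replicates 3 and 4 differed by 2.66 and replicates 1 and 2 by 8.17, with 5.68 to 22.4 across. Neither the labels nor the paper's text names a batch for these libraries. With 4 libraries against 4, the smallest 2-sided p-value of an exact permutation test is 0.0286.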

To control for any off-target gene expression effects due to chemical addition of dTAG47, we performed RNA-seq on parental CHP-134 cells treated with 500 nM dTAG47. 

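Of the 14470 genes tested in parental cells, dTAG47 against DMSO gave 17 induced and 6 suppressed genes at an FDR below 0.05, and 1053 genes had an unadjusted p-value below 0.05. DESeq2 called 44 genes induced and 15 suppressed. Leaving out one library gave 4 to 52 induced and 2 to 32 suppressed genes, and the highest counts, 52 and 32, came without dTAG47 replicate 2. For all 23 called genes the libraries of the 2 treatments did not overlap. The same held for 3.34% of tested genes, against 2.86% by chance. The largest change among called genes was in NKAIN4 (ENSG00000101198.10, chromosome 20 from 61872136 to 61904046), which fell from 0.708 ± 0.128 CPM with DMSO to 0.263 ± 0.0509 CPM with dTAG47 (SD, n = 4 each). Its log2 fold change was -1.42 (adjusted p = 0.0365, edgeR's quasi-likelihood test). It lies below the minimum of 1 CPM for ranked genes and is named because of its change, after its values were seen. Without DMSO replicate 1, 3 or 4 or dTAG47 replicate 1, 0 suppressed genes past 1.5-fold were called, so its call depends on single libraries. The largest rise was in ABCA1 (ENSG00000165029.11, chromosome 9 from 107543287 to 107690436), from 12.9 ± 0.708 to 20.1 ± 1.33 CPM, a log2 fold change of 0.64 (standard error 0.06, adjusted p = 0.000296). ENPP2, STC1 and KCNC4 were also induced, with log2 fold changes of 0.56, 0.55 and 0.47. CELSR2 (ENSG00000143126.7) fell from 94.6 ± 6.64 to 64.4 ± 5.29 CPM, a log2 fold change of -0.55. HMGCS1 (-0.35), IDI1 (-0.31), INSIG1 (-0.25) and FDFT1 (-0.20) complete the suppressed genes. Past 1.5-fold were 2 genes, ABCA1 and NKAIN4. ABCA1, STC1, CELSR2 and HMGCS1 were called whichever library was left out, whereas ENPP2, KCNC4, IDI1, INSIG1 and FDFT1 each lost the call without at least 1 library, with adjusted p-values up to 0.244.
Of the 14 genes fixed in advance, 0 were called over all genes and 0 when adjusted over the list alone. PDPK1 (ENSG00000140992.14, chromosome 16 from 2587980 to 2653189) was at 58.3 ± 1.26 CPM with DMSO and 57.4 ± 1.66 CPM with dTAG47, a log2 fold change of -0.02 (adjusted p = 0.885). MYCN had a log2 fold change of 0.09 (adjusted p = 0.673) and WDR5 one of -0.03. GAPDH (0.15), MAX (0.02), FKBP1A (0.04) and CRBN (-0.01) were not called. MYC was counted at 0.565 ± 0.0932 CPM with DMSO and 0.797 ± 0.147 CPM with dTAG47. Its log2 fold change of 0.47 was not called (adjusted p = 0.673). Among mitotic genes the log2 fold changes were -0.20 for CENPE (adjusted p = 0.673), -0.14 for ASPM, -0.12 for SMC4, -0.05 for CENPF, -0.04 for SMC3 and -0.03 for TOP2A. Without dTAG47 replicate 2, CENPE was called (adjusted p = 0.0401). The 6 genes as a list were called by camera (median -0.09, adjusted p = 0.0269) and not by fry (adjusted p = 0.531), with a median of -0.12 without dTAG47 replicate 2 and -0.06 without DMSO replicate 1. After the correction for GC content, transcript length and gene span the median was -0.02, with 3 genes lower and 3 higher, and camera did not call the list (adjusted p = 0.276).
Replicates 1 and 2 were then set apart from replicates 3 and 4 by a factor in the model, a choice made after the replicate libraries had been compared. With this factor 374 genes were called induced and 420 suppressed, including all 23 genes, and 6 induced and 3 suppressed genes were past 1.5-fold. The median absolute log2 fold change of the 794 genes was 0.14. Replicates 1 and 2 alone gave 4 induced and 3 suppressed genes, and replicates 3 and 4 alone gave 426 and 470. With the factor CENPE (adjusted p = 0.00130), ASPM (adjusted p = 0.0189) and SMC4 (adjusted p = 0.0100) were called, again at log2 fold changes of -0.20, -0.14 and -0.12.

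**Figure D3:**
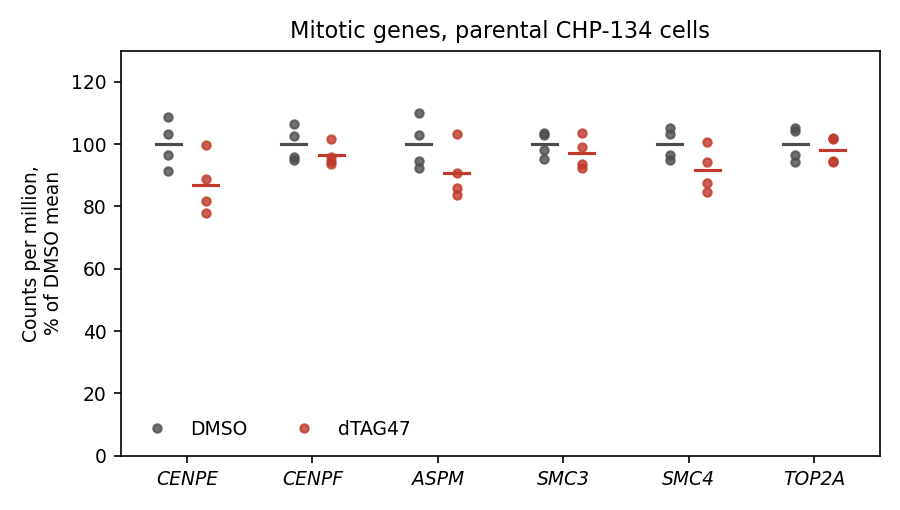
Expression of 6 mitotic genes in each library of parental cells, in CPM as a percentage of the DMSO mean of the gene (vertical axis), for DMSO (grey) and dTAG47 (red). Points are the 4 replicate libraries and lines their mean, and the points of both treatments overlap for each gene.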

In the parental CHP-134 cells, 44 genes are increased in expression and 14 genes are decreased in expression, all with small fold changes (Fig. 3b, c, Additional File 5: Figure S2b) indicating that gene expression changes detected following depletion of PDPK1 are mainly specific to degradation of PDPK1. To identify the biological functions associated with PDPK1-regulated genes, we performed gene ontology (GO)-term analysis using the David Bioinformatics Resource (https://david.ncifcrf.gov/). Suppressed genes were enriched within a variety of gene functions such as neuronal development, cell adhesion, and signal transduction (Fig. 3d). In line with our targeted mRNA analysis (Fig. 2b), mitotic genes were represented among the PDPK1-suppressed genes, which was not due to any overt changes in proliferative capacity or cell cycle phase distribution (Additional File 6: Figure S3a, b), indicating that changes in mitotic gene expression are not a consequence of indirect changes to cell cycle. Additional genes that were induced following PDPK1 depletion showed enrichment among gene categories related to protein synthesis and RNA processing (Additional File 5: Figure S2c), revealing a broad spectrum of biological processes potentially regulated by PDPK1. Next, we compared PDPK1-regulated genes in CHP-134 cells to those we detected previously in the U2OS osteosarcoma cell line, a cell line that has low levels of c-MYC expression [12, 18]. In doing this analysis, we find that only 95 genes are commonly suppressed by PDPK1 across both cancer contexts (Fig. 3e). Strikingly, these genes are enriched predominantly among biological functions related to cell division and mitosis (Fig. 3f) which we separately confirmed by performing an independent gene ontology analysis using ShinyGO [19] (Fig. 3g, h). The similarities in regulation of these genes are also captured by comparison of the fold change in gene expression between CHP-134 and U2OS cells as well (Fig. 3i). Taken together, we conclude that PDPK1 predominately contributes to context-dependent gene expression, but regulation of genes related to mitosis may be a conserved function of PDPK1 regardless of cancer cell type.

**Fig. 3:**
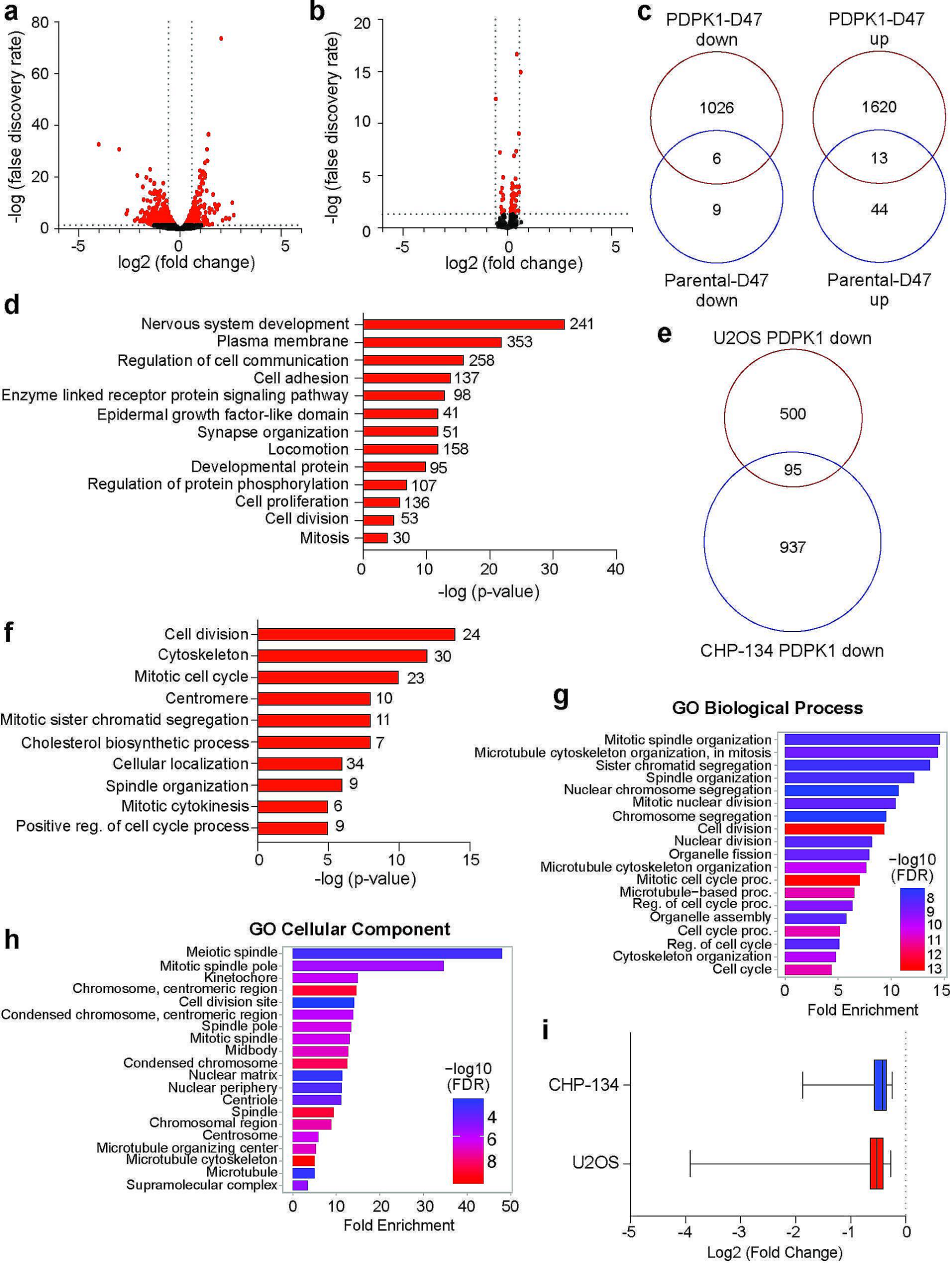
Depletion of PDPK1 using the dTAG method reduces expression of mitotic genes (**a**) Volcano plot showing data for all genes detected following depletion of PDPK1 in CHP-134 cells using 500 nM dTAG47 for 24 h. Red dots are genes that significantly changed (FDR < 0.05) and dotted lines indicate the following: FDR = 0.05 and fold change = 1.5. (**b**) Volcano plot showing data for all genes detected following treatment of parental CHP-134 cells with 500 nM dTAG47. Dotted lines are indicated as in (**a**). (**c**) Venn diagram comparing the number of genes that overlap between RNA-seq data obtained from degrading PDPK1 in CHP-134 using dTAG47 (D47) versus addition of D47 to parental CHP-134 cells. “Up” indicates genes that were significantly increased in expression while “Down” indicates genes that were significantly decreased in expression (FDR < 0.05). (**d**) Gene ontology term analysis using David Bioinformatics Resource for genes that significantly decreased in expression following degradation of PDPK1. Number of genes in each category are displayed next to the bar. (**e**) Venn diagram comparing the number of genes that significantly decrease after degrading PDPK1 for 24 h in U2OS [12] or CHP-134 cells. (**f**) Gene ontology term analysis using David Bioinformatics Resource for the 95 genes in (**e**) that are commonly decreased between U2OS and CHP-134 cells. (**g**) Gene enrichment analysis for the 95 genes in (**e**) using ShinyGO [19], GO: Biological Process. (**h**) Gene enrichment analysis for the 95 genes in (**e**) using ShinyGO [19], GO: Cellular Component. (**i**) Magnitude of change in expression for the 95 genes in (**e**) in U2OS cells and CHP-134 cells. Data are plotted as a box-and-whisker plot and line represents the median with whiskers shown at minimum and maximum points

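Among the 23 genes called in parental cells without the replicate factor, the induced genes other than ABCA1 rose between 1.16-fold and 1.47-fold, and the suppressed genes other than NKAIN4 were lower by 1.15-fold to 1.47-fold. The induced genes include ENO1, HK2, LDHA, PFKP, ALDOA, ALDOC, PFKFB3 and SLC2A1, which encode glycolytic enzymes, a regulator and a glucose transporter. Their log2 fold changes ran from 0.22 (ENO1) to 0.42 (PFKFB3). Also induced were DDR1, TBC1D22A, TNIP1 and ATP11A, with log2 fold changes of 0.25, 0.28, 0.32 and 0.45. The copy of the paper's Table S3 used here holds 1998 of 2665 genes, those with the lowest log2 fold changes. Of the 5 lowest, NGFR (0.06, adjusted p = 0.915), KIF12 (0.26, adjusted p = 0.771) and NTNG2 (0.15, adjusted p = 0.753) were not called in parental cells. GATSL1 had 1 to 10 counts per DMSO library and 3 to 4 per dTAG47 library and was not tested, and C20orf166-AS1 is not listed in the parental counts. The parental cells were treated for 18 h, a shorter time than the PDPK1 depletion, which was done in another engineered line. From the few genes and small fold changes in parental cells, the paper concludes that the changes after depletion of PDPK1 come mainly from its degradation. It also cites the overlap between the genes of the 2 experiments.

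**Figure D4:**
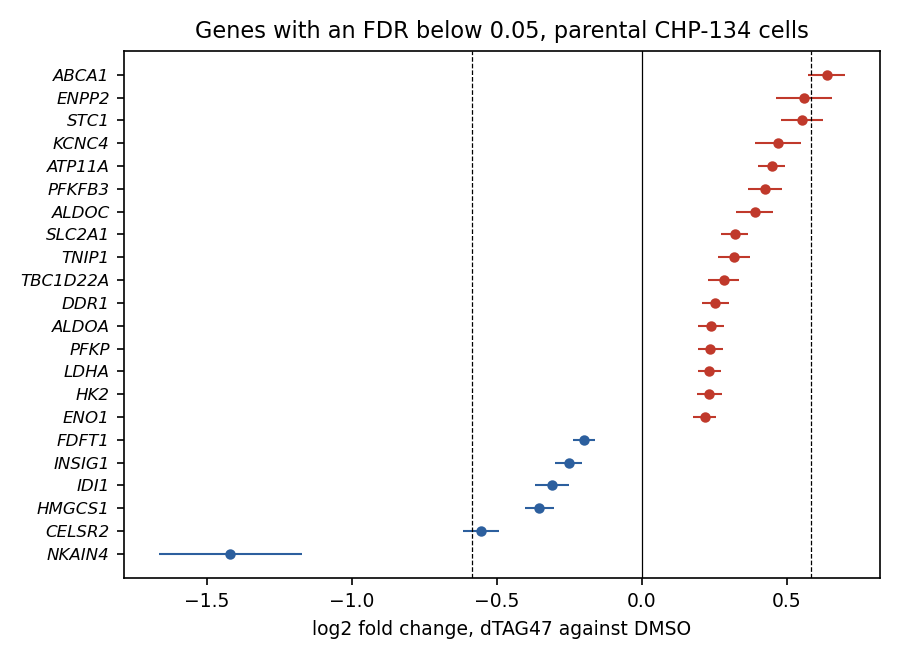
Log2 fold change between dTAG47 and DMSO in parental CHP-134 cells (horizontal axis) for genes named in the text with an FDR below 0.05, induced in red and suppressed in blue. Points are fitted values, bars are standard errors over 4 libraries per treatment, and dashed lines mark a fold change of 1.5, which ABCA1 and NKAIN4 pass.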

### N-MYC and PDPK1 regulate common set of genes in CHP-134 cells

Based on our gene expression experiments, both N-MYC and PDPK1 can separately control mitotic gene expression in N-MYC amplified cells. To identify all commonly regulated genes between N-MYC and PDPK1, we compared differentially expressed genes from the OmoMYC analysis to those obtained following depletion of PDPK1. We find that there are 403 genes that are commonly suppressed following OmoMYC induction and PDPK1 depletion, while 676 genes are commonly induced (Fig. 4a). Gene ontology analysis of the 403 commonly suppressed genes shows these genes enrich among functions related to development and differentiation (Fig. 4b, GO: Biological Process) and those related to mitosis such as spindle pole, kinetochore, and chromosome condensation and segregation (Fig. 4c, GO: Cellular Component). Of the 403 genes, the gene category showing the highest enrichment is the “integrins”, which encode an essential group of proteins involved in cell adhesion, an important cellular function that needs to be dynamically modulated during mitosis [20]. Of the 676 genes that are commonly induced, they are modestly enriched within gene categories related to organelle function and transport, polarization, and neuronal processes (Fig. 4d, e), with no obvious connections to any one particular cellular function. Because the 403 commonly suppressed genes show more prominent clustering within informative gene ontology terms, we analyzed how many of these genes are bound by N-MYC in CHP-134 cells by comparing them directly to the genes annotated to N-MYC chromatin binding sites in our previous ChIP-seq analysis [14]. Over 50% of the 403 genes show binding of N-MYC and gene ontology analysis reveals that N-MYC-bound genes are enriched mainly in gene categories related to mitosis (Fig. 4f), suggesting that a large proportion of the genes commonly regulated by N-MYC and PDPK1 are direct N-MYC targets in CHP-134 cells.

**Fig. 4:**
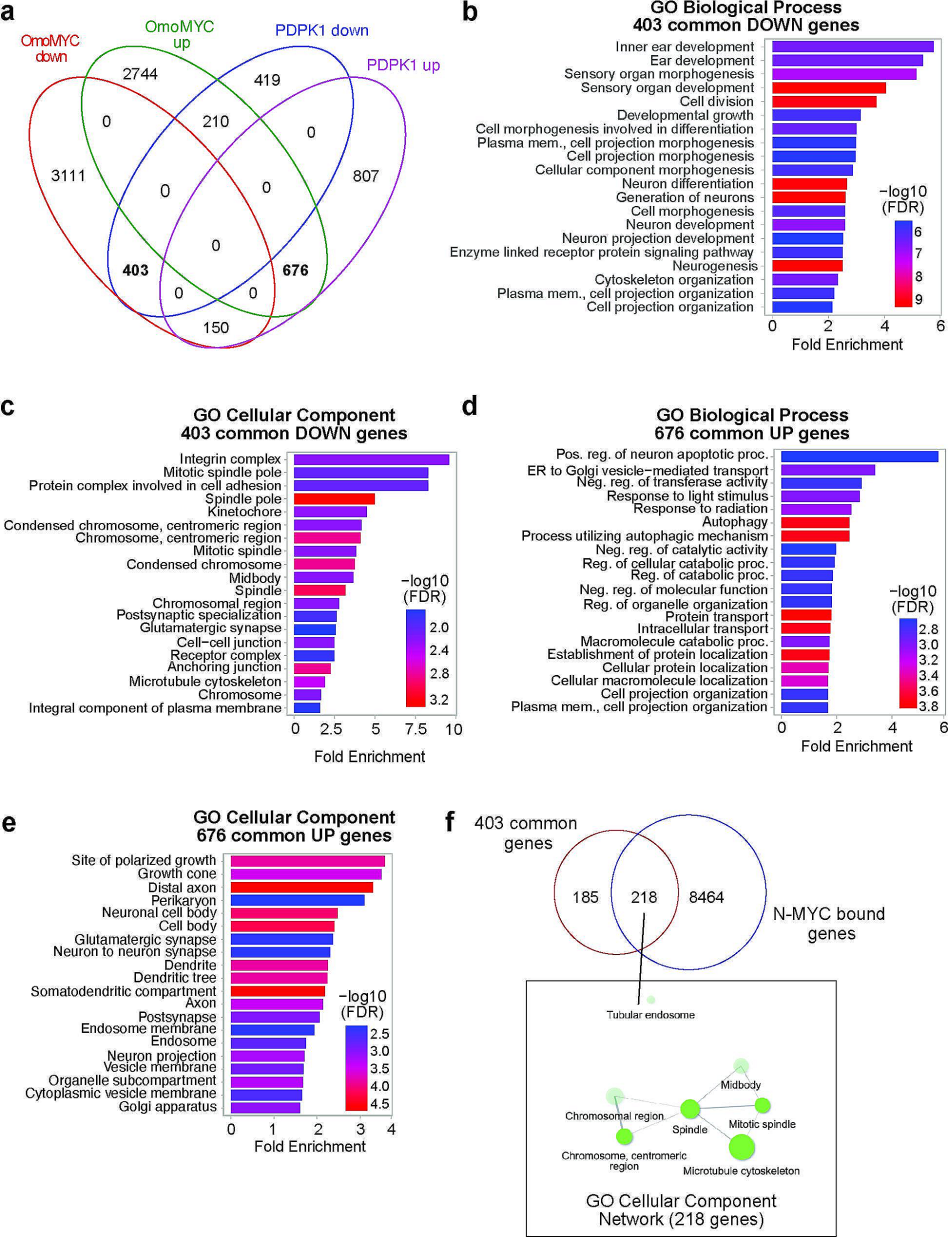
Comparison of N-MYC and PDPK1 regulated genes. (**a**) Venn diagram showing the overlap of N-MYC regulated genes as determined by OmoMYC induction in Fig. 1 and PDPK1 regulated genes as determined by depletion of PDPK1 in Fig. 3. (**b**) Gene enrichment analysis for the 403 genes in (**a**) that are commonly suppressed by inhibition of N-MYC and PDPK1 using ShinyGO, GO: Biological Process or (**c**) ShinyGO, GO: Cellular Component. (**d**) Gene enrichment analysis for the 676 genes in (**a**) that are commonly induced by N-MYC and PDPK1 using ShinyGO, GO: Biological Process or (**e**) ShinyGO, GO: Cellular Component. (**f**) Venn diagram showing the overlap of the 403 genes commonly suppressed by inhibition of N-MYC and PDPK1 compared to N-MYC bound genes detected previously in CHP-134 cells using ChIP-seq [14]. Gene ontology analysis of the 218 N-MYC targets is shown as a network below the overlap region to emphasis gene categories observed

### The N-MYC-PDPK1-WDR5 nexus and regulation of mitotic gene expression

So far, our data support the idea that both the N-MYC oncoprotein transcription factor and the master kinase PDPK1 promote expression of genes linked to mitotic cell division and more specifically those involved in chromosome segregation. We next investigated the potential of this common regulation to be associated with a common protein interaction partner that N-MYC and PDPK1 both share—WDR5. WDR5 interacts with a vast number of protein interaction partners through one of two interaction surfaces. N-MYC binds directly to WDR5 through the WDR5-binding motif (WBM) site and this interaction controls target gene selection by N-MYC [14]. PDPK1 on the other hand binds directly to WDR5 through a high affinity variant of the WDR5-interaction motif (WIN) site and this interaction modulates transcription and expression of genes linked to spindle pole and kinetochore formation [12]. To determine WDR5 can serve as a scaffold for the co-binding of both N-MYC and PDPK1, we engineered CHP-134 cells to inducibly express a FLAG-epitope tagged wild-type PDPK1 (WT) or a version of PDPK1 that cannot bind WDR5 (R3A). Following induction and immunoprecipitation of WT- or R3A-PDPK1, co-immunoprecipitated material was probed for WDR5 and N-MYC. As shown in Fig. 5a (Additional File 3: Figure S1), the interaction of WDR5 with PDPK1 is inhibited by the R3A mutation, consistent with the third arginine of PDPK1 being a critical residue for the direct WDR5-PDPK1 interaction [12]. The levels of N-MYC co-immunoprecipitated with PDPK1 also are reduced by the R3A mutation, indicating that PDPK1 physically interacts with N-MYC at least in part through the WDR5-PDPK1 interaction, which again is not due to any overt changes in cell cycle phase distribution or impact of expression on cellular proliferation (Additional File 6: Figure S3c, d). To investigate whether the molecular interaction between N-MYC, PDPK1, and WDR5 is observed in other N-MYC amplified neuroblastoma cell lines we also engineered Kelly and Be(2)C cells and performed similar immunoprecipitation experiments following induction of WT- or R3A-PDPK1. In both these cell lines, the interaction of WDR5 with PDPK1 is inhibited by the R3A mutation with a concomitant decrease in N-MYC binding (Fig. 5a, Additional File 3: Figure S1), indicating that across multiple N-MYC amplified neuroblastoma cell lines N-MYC can associate with PDPK1 through their shared direct interactions with WDR5.

**Fig. 5:**
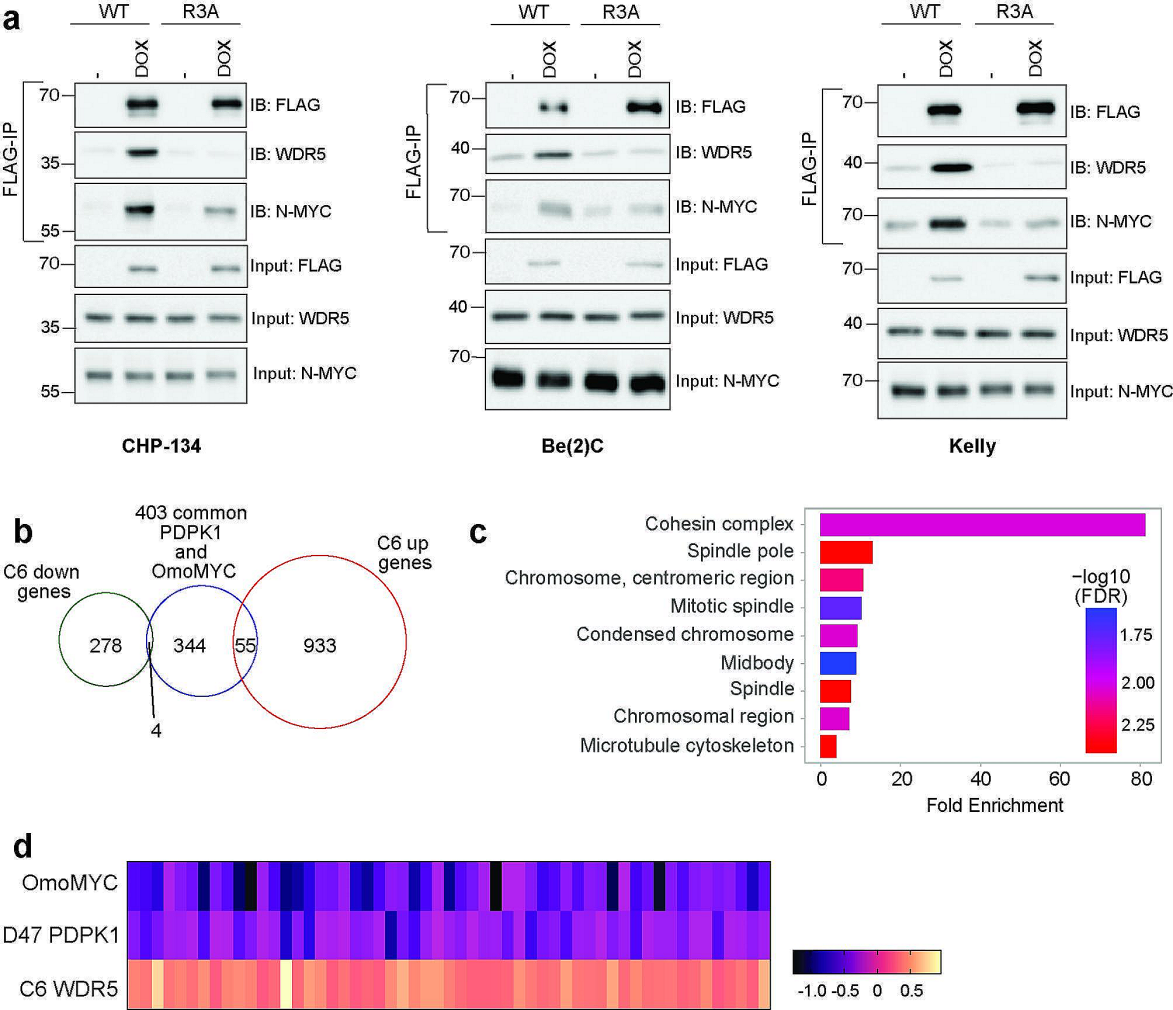
N-MYC, PDPK1, and WDR5 mediated regulation of mitotic genes. (**a**) Western blot showing proteins co-immunoprecipitated following induction of wild-type (WT) FLAG-epitope tagged PDPK1 in indicated cells compared to that of FLAG-epitope tagged PDPK1 with a point mutation that prevents direct binding of WDR5 (R3A). DOX indicates samples in which PDPK1 expression is induced using doxycycline. When WDR5 cannot interact with PDPK1, N-MYC binding is reduced. A similar effect is also observed across all N-MYC amplified cell lines (*n* = 3 biological replicates per cell line). Uncropped blots are presented in Additional File 3: Figure S1. (**b**) Comparison of 403 genes that are commonly regulated by N-MYC and PDPK1 to genes regulated in either direction following WDR5 WIN-site inhibition in CHP-134 cells using the small molecule C6 [21]. (**c**) Gene enrichment analysis for the 55 genes in (**b**) that are commonly regulated by N-MYC, PDPK1, and WDR5 using ShinyGO, GO: Cellular Component. (**d**) Heatmap showing log2(fold change) for the 55 genes in (**b**) that are commonly regulated by N-MYC, PDPK1, and WDR5

To understand how WDR5 impacts the expression of N-MYC and PDPK1 commonly regulated genes we specifically focused on the 403 genes that are commonly suppressed in CHP-134 cells by either genetic inhibition of N-MYC (Fig. 1) or depletion of PDPK1 (Fig. 3). These genes were compared to gene expression data previously analyzed in CHP-134 cells following 24 h treatment of cells with the chemical WIN-site inhibitor, C6 [21], which inhibits the interaction of PDPK1 with WDR5 [12]. Comparison of these three gene expression data sets reveals that of the 403 genes commonly suppressed by the inhibition of PDPK1 and N-MYC, only 59 of these genes are also differentially expressed following C6 treatment and most of those (55 genes) increase in expression (Fig. 5b). Interestingly, even though the total number of genes are small, the 55 genes are heavily enriched within gene categories related to mitotic processes, with large fold enrichments for some categories such as the cohesins (Fig. 5c). However, direct analysis of the magnitude of change individually across all 55 genes illustrates the differences in gene regulation by N-MYC, PDPK1 and WDR5 (Fig. 5d) and suggests that WDR5, in contrast to N-MYC and PDPK1, has an antagonist role in the expression of these types of genes.

## Discussion

In this study, we focus on the intersection of N-MYC with two cellular regulators that have known ties to cell cycle processes—PDPK1 and WDR5—to understand how each contributes to mitotic gene regulation in neuroblastoma cells marked by overexpression of N-MYC. We find that consistent with known functions of MYC family members [22], N-MYC controls expression of diverse sets of genes and acts as an activator of mitotic gene regulation (Fig. 1). Analysis of how PDPK1 influences the N-MYC amplified cell transcriptome reveals much less diversity in types of genes controlled by PDPK1 with those involved in cell development, signaling, and mitotic processes being the most obvious gene categories (Fig. 3). Interestingly, comparison of PDPK1-regulated genes to previous data collected in U2OS cancer cells shows that genes related to spindle pole function and chromosome segregation are conserved genes regulated by PDPK1 regardless of cancer context (Fig. 3). U2OS cells are known to express low levels of endogenous c-MYC [18] and therefore the overlap in these conserved genes suggest that the ability of PDPK1 to regulate mitotic gene expression is not an acquired function driven by over expression of N-MYC.

PDPK1 is a master kinase most well-known for its role in functioning within the phosphoinositide 3-kinase (PI3K)-AKT pathway [23], however PDPK1 can also promote oncogenesis through its ability to phosphorylate and signal to Polo-like kinase 1 (PLK1) which in turn can increase MYC stability [24, 25] and cell cycle progression [26]. Based on our data, depletion of PDPK1 in CHP-134 cells does not impact steady-state protein levels of N-MYC (Fig. 2a) as has been seen for shRNA-mediated knockdown or chemical inhibition of PLK1 in neuroblastoma cells [25]. As such we do not think that removal of PDPK1 in CHP-134 cells is impacting mitotic gene expression through its role within the PDPK1-PLK1-MYC pathway. Therefore, what we find here may be a unique arm of regulation through which PDPK1 can exert its influence on MYC activity thereby coupling signal transduction to expression of genes needed for cell growth and division. There are still many unknown questions that will need to be answered to fully understand the mechanism by which the molecular interaction between N-MYC, PDPK1, and WDR5 influences gene regulation. One outstanding question involves determining if and how growth factor signaling impacts the N-MYC-PDPK1-WDR5 connection. Based on our previous studies, inhibition of PDPK1 kinase activity does not impact the PDPK1-WDR5 interaction and small molecule WIN site inhibition does not impact phosphorylation of known PDPK1 substrates [12], suggesting that the interactions of PDPK1 with nuclear WDR5 and N-MYC may be separable from any canonical signaling pathway. Future studies focused on linking the observations from this study to growth factor signaling should be very informative.

Based on the multiple genomic comparisons in the present study, what we can conclude is that N-MYC, PDPK1, and WDR5 each control expression of genes linked specifically to spindle pole formation and chromosome segregation. However, while N-MYC and PDPK1 each act as activators for expression of these genes, inhibition of WDR5 leads to an induction of expression (Fig. 5b, c), an effect that was also observed as an early and direct transcriptional response to depletion of WDR5 [12]. Taken together with the evidence that N-MYC can interact physically with PDPK1 through the WDR5-PDPK1 interaction (Fig. 5a), we posit that N-MYC and PDPK1 may normally function to promote expression of genes involved in mitotic processes, but that if WDR5 is incorporated as an interaction partner, WDR5 acts to temper this activity. If true, this would imply that WDR5 is the key protein that ultimately dictates the level of gene expression for these groups of mitosis-related genes. It is likely that WDR5-containing protein interactions and/or complexes are in themselves cell cycle specific, as has been shown for the WDR5-KIF2A interaction and more recently the WDR5-EMBOW interaction [27], and is consistent with the role of WDR5 in mitotic bookmarking [28]. Our study was performed in asynchronous CHP-134 cells but more detailed studies to determine the types of WDR5 interactions that occur at each phase of the cell cycle, along with the types of genes regulated at each phase, could provide some insight into how and when WDR5 selects for its interaction partners during cell cycle progression.

## Conclusions

Overall, our study set out to investigate the N-MYC-WDR5-PDPK1 nexus and how it influences mitotic gene regulation in cells with MYC overexpression. Using a variety of genetically engineered N-MYC amplified neuroblastoma cell lines, we identified a small group of genes highly enriched within functional gene categories related to mitotic processes that are commonly regulated by N-MYC, WDR5, and PDPK1. We also provide evidence that a tripartite interaction between these three proteins is present in N-MYC amplified cells and that N-MYC achieves this binding, at least in part, through the WDR5-PDPK1 interaction. This study highlights the intricate and complex nature of mitotic gene regulation in cancer cells marked by MYC amplification and provides a foundation for future studies to determine the exact mechanism by which N-MYC, WDR5, and PDPK1 converge on cell cycle related processes.

## Methods

### Cell culture and lentiviral transductions

CHP-134 and Kelly cells were obtained from Sigma and HEK293T cells are in-house stocks. Be(2)C cells were a gift from Dr. Dai Chung. All neuroblastoma cells were maintained in RPMI with l-glut (Corning) containing 1% Penicillin/Streptomycin and 10% fetal bovine serum (FBS). HEK293T cells were maintained in DMEM (Corning) containing 1% Penicillin/Streptomycin and FBS. Cell lines and engineered derivatives are analyzed regularly for cancer cell integrity using STR profiling (ATCC) and tested free for mycoplasma contamination (Mycoplasma PCR Detection Kit, MP Biomedicals). In order to generate lentiviral particles for engineering neuroblastoma Tet-inducible cell lines, HEK293T cells were transfected with either EGFP, OmoMYC, wild-type PDPK1 or R3A-PDPK1 transfer plasmids (see “plasmid construction”), along with the psPAX2 packaging plasmid and the pMD2.G envelope plasmid as described previously [16]. Supernatant containing virus particles was collected in normal neuroblastoma cell maintenance media and used to transduce the CHP-134, Kelly, and Be(2)C cell lines. Transductions were performed over two days with an additional recovery day prior to selection. Selection in 0.6 mg/ml G418 (Sigma) was performed over three to seven days and then normal maintenance media was replaced with media containing Tet-approved FBS (Takara Bio) instead of normal FBS for the remainder of the experiments.

### Creation of TET-inducible expression constructs

Tet-inducible lentiviral transfer vectors containing EGFP and OMOMYC were created previously [16]. Those containing wild-type PDPK1 or R3A-PDPK1 were generated through PCR amplification of PDPK1 or R3A PDPK1 from an expression plasmid [12] and insertion into the multiple cloning site of pENTR1A donor vector with a Flag-epitope tag via Gibson assembly. Each was then inserted into the lentiviral pInducer20 acceptor vector using Gateway cloning. pENTR1A no ccDB (w48-1) was a gift from Eric Campeau & Paul Kaufman (Addgene plasmid # 17,398) [29] and pInducer20 was a gift from Stephen Elledge (Addgene plasmid # 44,012) [30].

### Endogenous PDPK1 cell line engineering

The FKBP12(F36V)-P2A-BFP or FKBP12(F36V)-P2A-mCherry targeting vectors used to insert the FKBP12(F36V)-2xHA cassette into the PDPK1 locus were made previously [16]. These vectors were delivered to CHP-134 cells along with the Cas9-sgRNA ribonucleoprotein complexes to target PDPK1 for C-terminal tagging using the Neon Electroporation Transfection System (Invitrogen) as previously described [12]. Each electroporation reaction contained 30 pmol sgRNA and 10 pmol Cas9 with 600,000 CHP134 cells, 12.5 µg FKBP12(F36V)-P2A-BFP or FKBP12(F36V)-P2A-mCherry targeting vectors vectors (1:1 mCherry: BFP) and 35 µl Neon Buffer R. Conditions used for CHP134 cells were 20 ms pulse width, 1200 V, and three pulses and following this, cells were plated into warm, antibiotic-free maintenance media for two days. After a minimum of five days, viable cells double-positive for BFP and mCherry were sorted together using a BD FACSAria III instrument.

### Protein lysates and immunoprecipitation experiments

Approximately 2.0 × 10^6^ CHP-134 cells expressing a degradable version of PDPK1 were treated with 500 nM dTAG47 or matched dimethyl sulfoxide (DMSO) control for 24 h prior to cell harvesting. Protein lysates of engineered and parental CHP-134 cells were generated through lysis in ice-cold buffer containing 150 mM Tris-HCl pH 8.0, 5 mM EDTA, 150 mM NaCl, and 1% Triton X-100, 0.01 M PMSF, and protease inhibitor tablet (Roche) and brief sonication on 25% power for 15 s. Samples were centrifuged for 10 min at 13,000 RPM to clarify lysates and concentrations of lysates for each sample determined using the BioRad Bradford assay. All samples were normalized to each other and boiled for 5 min in SDS-loading dye containing beta-Mercaptoethanol prior to Western blot. For Flag-immunoprecipitations (IP) in CHP-134 cells, PDPK1 expression was induced approximately 20.0 × 10^6^ cells with 500 ng/ml doxycycline for 24 h. For Kelly and Be(2)C cell lines, PDPK1 expression was induced in approximately 7.5 × 10^6^ cells using 0.5–1 µg/ml doxycycline for 24 h. Doxycycline was sterile-filtered and made weekly to ensure integrity. Following cell lysis as described above, lysates were normalized, and a small fraction of the lysate was kept as “input”. Remaining protein lysate was used for Flag-IP by adding M2(Flag)-conjugated agarose beads (Sigma) overnight at 4 °C. The next day, M2(Flag)-beads were blocked using 1% bovine serum albumin in normal lysis buffer for 30 min and then added to all IP samples and allowed to rotate for 3 h at 4 °C. M2(Flag)-beads were washed four times in cold lysis buffer for a total of 5 min each wash prior to transfer to a new tube and boiling in 2.5X SDS-loading dye containing beta-Mercaptoethanol. Input samples were diluted to match the IP sample volume and proteins analyzed using Western blot analysis.

### Western blotting and antibodies

All proteins were resolved by SDS-PAGE and transferred to a PVDF membrane (PerkinElmer). Membranes were blocked in TBS-T (50 mM Tris, pH 7.5, 0.1% Tween-20, 150 mM NaCl) containing 5% milk. Following blocking, primary antibodies were added in block solution overnight at 4 °C on a rocker. Multiple antibodies were used for some original blots shown in Additional File 3: Figure S1 if there could be at least two ladder markers still be present around each protein of interest. For blots that were trimmed, images from all replicates are included. The next day, all blots were washed three times in TBS-T for 5 min each wash and secondary antibodies were added for 1 h at room temperature. Following an additional three washes for 5 min each, images were obtained on a Bio-Rad ChemiDoc MP instrument using the Clarity ECL substrate. Antibodies used for immunoblotting were as follows: PDK1 (used for PDPK1, Cell Signaling, 13,037), N-MYC (Cell Signaling, 51,705), WDR5 (Cell Signaling, 13,105), Flag-HRP (Cell Signaling, 86,861), GAPDH-HRP (Cell Signaling, D16H11).

### Cell proliferation and cell cycle analysis

2.0 × 10^6^ engineered PDPK1 CHP-134 cells or parental CHP-134 cells were treated with DMSO or 500 nM dTAG47 for 24 h. The WT versus R3A analysis was performed similarly, except cells were induced with 500 ng/ml freshly made doxycycline at time of plating. At 24 h post-treatment, total cell counts were determined for all samples and 1.0 × 10^6^ cells per sample was pelleted and resuspended in ice-cold 70% ethanol before storage at -20 °C. To prepare cells for cell cycle analysis, each sample was thawed and centrifuged at 800 x g for 6 min. Cell pellets were washed gently in 1X phosphate buffered saline (PBS) and again centrifuged at 800 x g for 6 min. Pellets were resuspended in PBS containing 10 µg/ml propidium iodide, 100 µg/ml RNAse A, and 2 mM MgCl_2_ and allowed to stain overnight at 4 °C. All stained cells were filtered through a 35 μm nylon mesh cell strainer prior to being analyzed on a Guava easyCyte Flow Cytometer instrument (Luminex). A minimum of 10,000 cells were recorded for each sample and single cells were selected for analysis using forward and side scatter.

### RNA-seq and mRNA analysis

To deplete PDPK1, 2.0 × 10^6^ engineered CHP-134 cells were treated with 500 nM dTAG47 or matched DMSO for 24–48 h prior to cell harvesting. At this time, Trizol (Invitrogen) was added to collect cells and RNA was extracted with the Direct-zol RNA mini-prep kit (Zymo Research) following manufacturer’s instructions. For RT-qPCR mRNA analysis, cDNA was generated from purified RNA using MulV reverse transcriptase (Promega) and random hexamers. cDNA that resulted was analyzed using a AriaMx Real-Time PCR Machine (Agilent) with *GAPDH* used as a reference (normalization) gene. Primers for genes used in this study were listed previously [12]. For RNA-seq, 2 µg of purified RNA following 24 h timepoint was submitted to Vanderbilt Technologies for Advanced Genomics (VANTAGE) core at Vanderbilt University Medical Center. Following ribosomal RNA depletion and library generation, samples were sequenced on an Illumina NovaSeq6000 instrument. Two biological replicates were analyzed for depletion of PDPK1. Parental CHP-134 cells treated for 18 h with either 500 nM dTAG47 or DMSO control were similarly processed and submitted to VANTAGE for library generation and sequencing. Four biological replicates were analyzed for this experiment. For RNA-seq to look at N-MYC-regulated genes, 1.0 × 10^6^ CHP-134 cells engineered to express inducible EGFP and OmoMYC were treated with 1 µg/ml doxycycline and after three days RNA extracted and purified from the cells as described above. 2 µg of purified RNA was submitted to VANTAGE and samples were sequenced on an Illumina NovaSeq6000 instrument. Three biological replicates were analyzed for this experiment.

#### RNA-seq analysis

Raw sequencing data were subjected to quality control checks using FastQC (v0.11.8). For PDPK1 depletion RNA-seq analysis, adapter trimming was done using Trim Galore (0.6.4_dev, http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) which also removed any low quality reads. Reads were then aligned to the hg19 human genome using STAR alignment tools [31] followed by quantification of gene expression using FeatureCounts [32]. Gene count matrices were generated from the aligned reads, which represent the expression levels of genes in each sample. Differentially expressed genes were identified using R package DESeq2 [33]. Significantly differentially expressed genes were identified based on adjusted p-values (FDR) and fold change. Benjamini-Hochberg procedure applied to control false discovery rates from multiple testing. Significantly changed genes were called with a FDR < 0.05. For remaining RNA-seq analysis, similar approach was used for hg19 genome alignment and quantification and adapter trimming was done using Cutadapt [34]. Differential analysis was performed also using DESeq2 [33], and adjusted p-values (FDRs) were determined by the Benjamini-Hochberg procedure. Significantly changed genes were called with a FDR < 0.05.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

Supplementary Material 7

## Data Availability

Sequencing data in this study are deposited on GEO under GSE244835 and GSE244899. RNA-seq data for depletion of PDPK1 in U2OS cells was previously published under GSE150400 [12]. N-MYC ChIP-seq data was previously published under GSE222157 [14] and RNA-seq data for C6 WIN-site WDR5 treatment was previously published under GSE136451 [21]. Additional data are available upon request.

# Supplementary material for: Mitotic gene regulation by the N-MYC-WDR5-PDPK1 nexus
**Source:** BMC Genomics. 2024 Apr 11;25:360. doi: 10.1186/s12864-024-10282-6
**Supplement:** Supplementary file 1 — Supplementary Material 1

## Supplementary Information

**Additional File 1: Table S1. RNA-seq analysis of CHP-134 cells following induction of OmoMYC compared to induction of EGFP (FDR < 0.05).** Excel file showing differentially expressed genes in engineered CHP-134 cells following genetic inhibition of N-MYC.

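Each line of Table S1 gives a gene with its mean normalized count, log2 fold change, standard error and adjusted p-value from the authors' DESeq2 comparison. The copy of the table used here holds 1998 of the 7304 genes stated, those with the lowest log2 fold changes, so no test of overlap was made on it. A DESeq2 comparison of the deposited counts was set beside it for the 1960 symbols found once in both. The log2 fold changes had the same sign for all 1960, with a median absolute difference of 0.000487 and a largest difference of 0.00737 between the paper's values and those computed here. SPC25 appears in the table more than once because the counts list it under 2 Ensembl identifiers. ENSG00000152253.4 had 58 to 145 counts per library and a log2 fold change of -0.80 (standard error 0.16, adjusted p = 0.00186, edgeR's quasi-likelihood test). ENSG00000262452.1 had 1 to 19 counts per library and did not pass the filter on low counts.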

**Additional File 2: Table S2. Gene set enrichment analysis of RNA-seq data obtained following induction of OmoMYC compared to induction of EGFP (FDR < 0.05).** Excel file showing GSEA results for genes differentially expressed in engineered CHP-134 cells following genetic inhibition of N-MYC.

**Additional File 3: Figure S1. Uncropped Western blots that correspond to Figure 2a and Figure 5a.** Pictures of uncropped Western blots. Merged images with ladder are added for reference of when cropping occurred.

**Additional File 4: Table S3. RNA-seq analysis of engineered CHP-134 cells treated with 500 nM dTAG47 for 24 hr to induce degradation of PDPK1 (FDR < 0.05).** Excel file showing differentially expressed genes in engineered CHP-134 cells following acute depletion of PDPK1.

**Additional File 5: Figure S2. Additional RNA-seq analysis for depletion of PDPK1 in CHP-134 cells.** (a) Heatmap showing normalized read count data for significantly changed genes (FDR < 0.05) obtained from degrading PDPK1 in CHP-134 using 500 nM dTAG47 for 24 hr, compared to DMSO control. (b) Heatmap showing normalized read count data obtained from treating parental CHP-134 cells with 500 nM dTAG47 for 18 hr, compared to DMSO control. (c) Gene ontology term analysis using David Bioinformatics Resource for genes that significantly

increased in expression following degradation of PDPK1. Number of genes in each category are displayed next to the bar.

**Additional File 6: Figure S3. Impact of genetic perturbations on cell proliferation and cell cycle phase distribution.** (a) Equal numbers of parental or engineered PDPK1 CHP-134 (DT-PDPK1) cells were plated with DMSO or 500 nM dTAG47 (D47) for 24 hr and then total cell counts determined. Bar graph shows mean calculated for each sample ( $n = 3$  biological replicates, error bars are standard error). (b) Cells in (a) were collected for cell cycle phase distribution analysis and results are shown for each cell line with or without dTAG47 treatment for 24 hr ( $n = 3$  biological replicates, error bars are standard error). (c) Equal numbers of engineered CHP-134 cells were induced with 500 ng/ml doxycycline to express either Flag-epitope tagged wild-type PDPK1 (WT) or a version of PDPK1 that cannot bind WDR5 (R3A). After 24 hr, total cell counts were determined and bar graph shows mean calculated for each sample ( $n = 3$  biological replicates, error bars are standard error). (d) Cells in (c) were collected for cell cycle phase distribution analysis and results are shown for each cell line ( $n = 3$  biological replicates, error bars are standard error).

# Supplementary material for: Mitotic gene regulation by the N-MYC-WDR5-PDPK1 nexus
**Source:** BMC Genomics. 2024 Apr 11;25:360. doi: 10.1186/s12864-024-10282-6

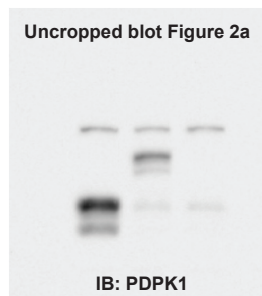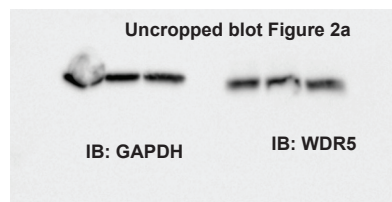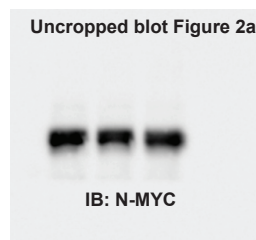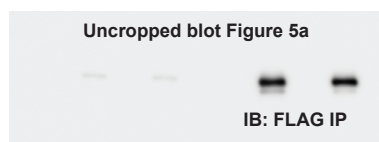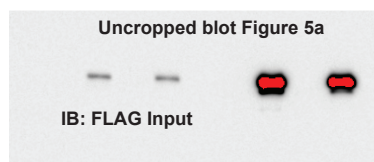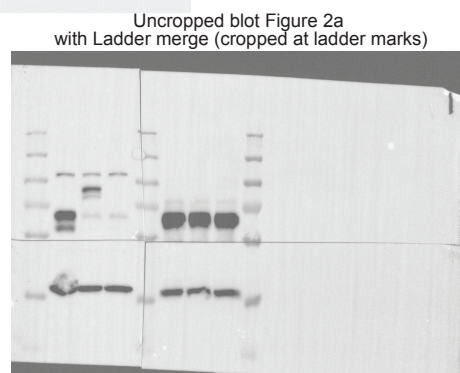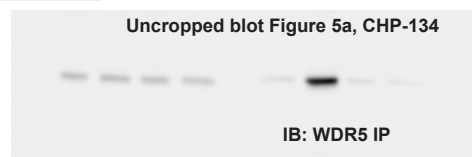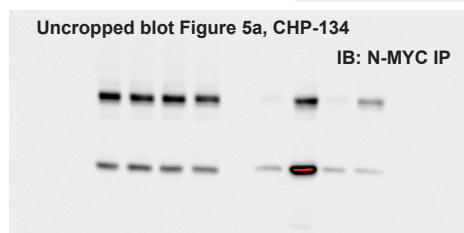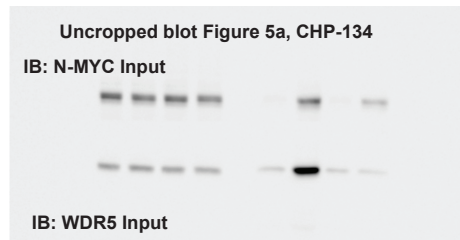

Uncropped blot Figure 5a (CHP-134)  
with Ladder merge for N-MYC and WDR5 antibody  
(cropped at ladder marks) replicate 1

Uncropped blot Figure 5a (CHP-134)  
with Ladder merge for FLAG antibody  
(cropped at ladder marks) replicate 1

Uncropped blot Figure 5a (CHP-134)  
with Ladder merge for FLAG antibody  
(cropped at ladder marks) replicate 3

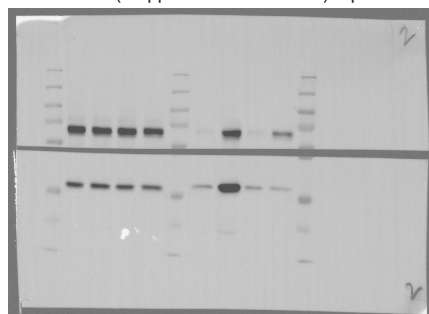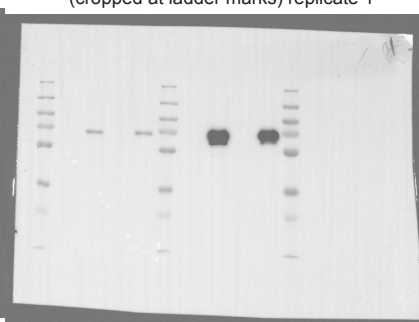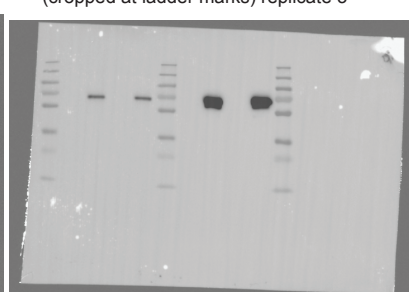

Uncropped blot Figure 5a (CHP-134)  
with Ladder merge for FLAG antibody  
(cropped at ladder marks) replicate 2

Uncropped blot Figure 5a (CHP-134)  
with Ladder merge for N-MYC and WDR5 antibody  
(cropped at ladder marks) replicate 2

Uncropped blot Figure 5a (CHP-134)  
with Ladder merge for N-MYC and WDR5 antibody  
(cropped at ladder marks) replicate 3

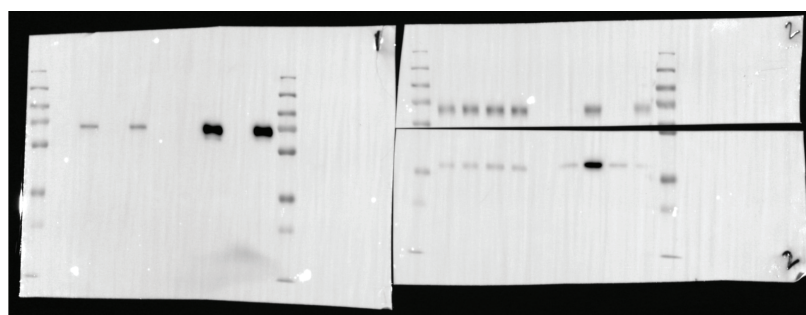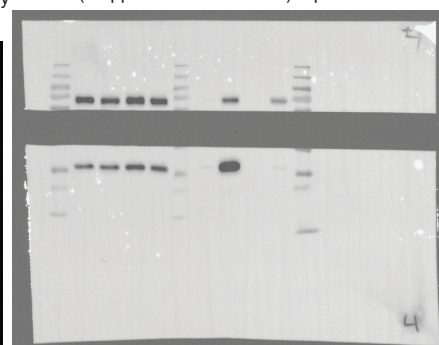

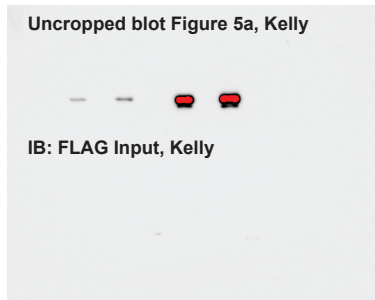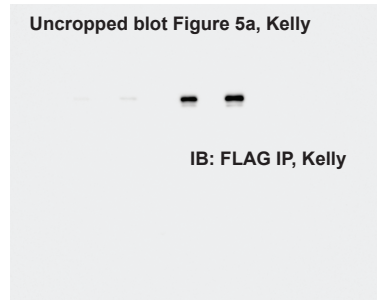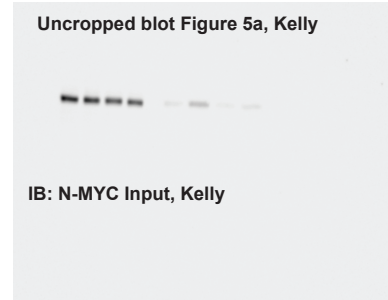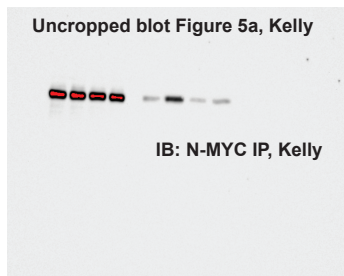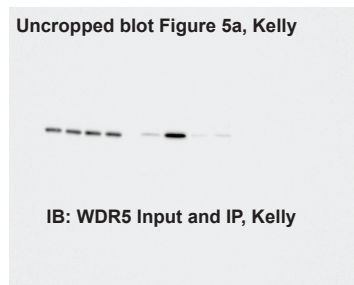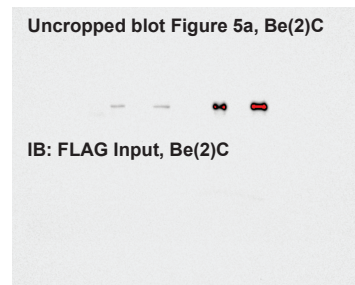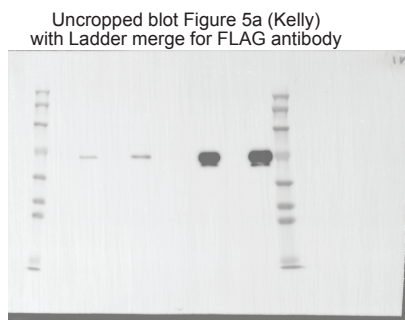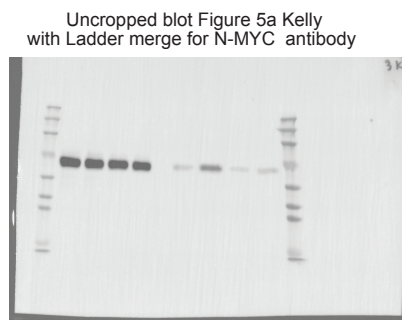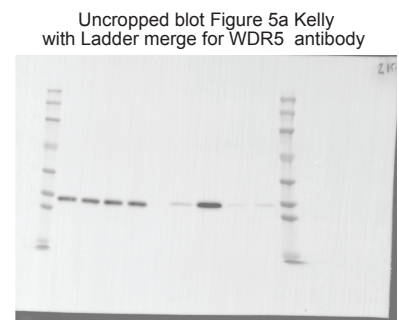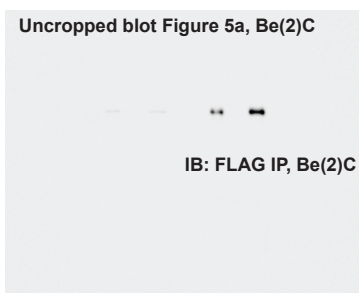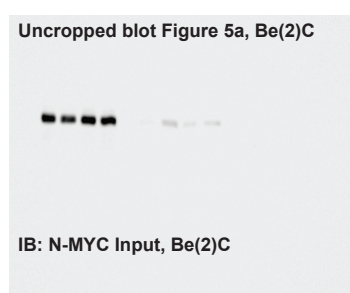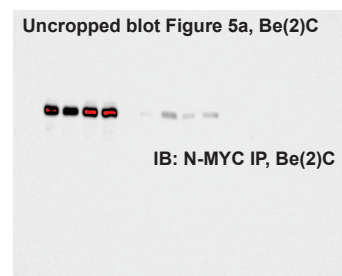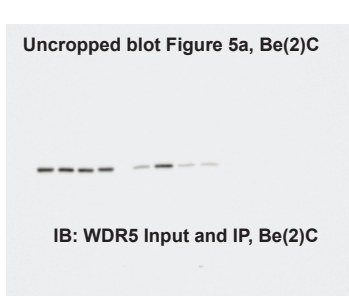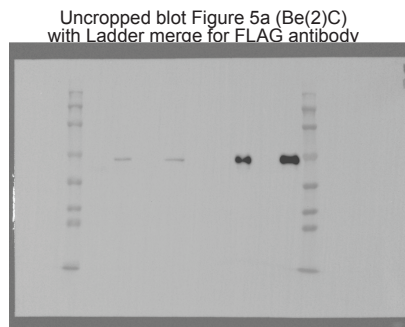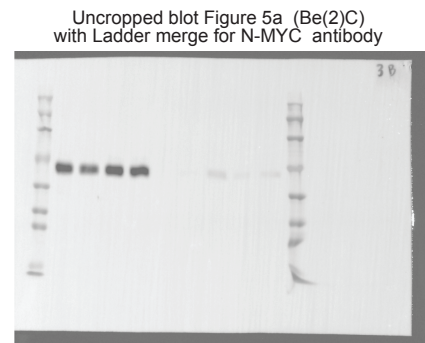

Uncropped blot Figure 5a (Be(2)C)  
with Ladder merge for WDR5 antibody

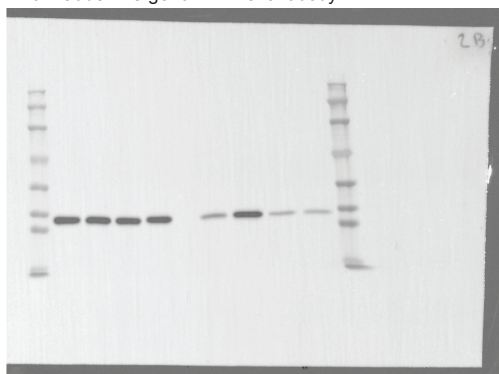

**Supplement:** Supplementary file 4 — Supplementary Material 4

How the deposited data were processed for this re-analysis (not part of the article)

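RNA-seq was analysed from 14 libraries of CHP-134 cells in a pair of experiments: EGFP against OmoMYC after 3 days of doxycycline (3 libraries each), and DMSO against dTAG47 in parental cells (4 libraries each). All 14 columns of counts were used and each maps to 1 replicate of 1 condition. The authors' files hold counts per gene from FeatureCounts after alignment to hg19 with STAR, without normalization. The files are whole numbers, so no conversion was needed. The paper's text does not name the annotation, the strandedness, or the handling of reads that map to several genes. The tables share 17227 gene identifiers, with 583 found in the OmoMYC table only and 1916 in the parental table only, so the 2 experiments were not pooled. Symbols that occur under more than one identifier cover 538 entries of the OmoMYC table and 82 of the parental table, and genes were therefore handled by identifier. Samples of PDPK1 depletion were not analysed here, and 1 gene called in parental cells is not reported here.

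Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. In each experiment, genes were filtered with edgeR's filterByExpr at its default settings, libraries were scaled by TMM, and the treatment was tested with edgeR's robust quasi-likelihood test. The Benjamini-Hochberg procedure was applied over all tested genes at an FDR of 0.05, the threshold of the paper. The paper's methods name DESeq2, which was run as an alternative. Log2 fold changes and standard errors come from the edgeR fit, CPM values use TMM-scaled library sizes, and a prior count of 2 was used for log2 CPM. Gene coordinates come from GENCODE annotation lifted to GRCh37, the sequence of hg19, and 16960 and 18616 of the identifiers in the 2 tables were found in it. A group in which every library had at most 3 counts was taken as being at the floor, and fold changes against it are given as lower bounds. Such bounds cover counting error only.

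Between 28060817 and 53451641 counts were available per library. The genes named in the text follow a rule set before the data were examined, as were the comparisons, the lists and the alternatives unless said otherwise. The rule takes 14 fixed genes, the 5 largest rises and 5 largest falls among called genes with a mean of at least 1 CPM and groups that do not overlap, and the genes from the lowest end of the paper's Tables S1 and S3.

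The 14 lists cover S phase, G2/M, 6 mitotic genes named in the paper, kinetochore and spindle checkpoint, spindle and mitotic kinesins, cohesin and condensin, core MYC targets, myogenesis, WNT/beta-catenin, cholesterol synthesis, integrins, mitochondrially encoded genes, replication-dependent histones and ribosomal proteins. They were written from general knowledge and stand in for the Hallmark sets, which were not used here, so they do not have the same members. The histone and ribosomal protein lists were taken by the start of the gene symbol. For ribosomal proteins this was RPL or RPS and a digit, which can include other genes. Lists were tested by camera with an inter-gene correlation of 0.01. The alternatives for lists were fry, preranked fgsea and a correlation estimated for each list. Further lists were written after the called genes were seen: other SREBP targets, LXR targets other than ABCA1, other glycolysis enzymes, and hypoxia-induced genes outside glycolysis. A set of ion channel and neurotransmitter receptor families was defined by the stems of gene symbols.

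The alternatives for genes were DESeq2, RLE and upper quartile factors, library size only, no filter, at least 10 counts in every library, limma-voom, a block for replicate number, edgeR's glmTreat at 1.5-fold, and leaving out each library in turn. A factor for replicates 1 and 2 against 3 and 4 of the parental experiment was added after the replicate libraries had been compared. Every split of the libraries into groups of the same sizes was fitted as well. For the correction of GC content, transcript length and gene span, a trend of log2 counts on these features was removed from each library. To test library size, each library was thinned at random to the smallest total of its experiment.

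The fits were tested on simulated data with 200 changed genes. edgeR recovered 181 of them in the OmoMYC design, with 7.18% of its calls false, and 183 in the parental design, with 8.50% false. DESeq2 recovered 173 and 179 with 12.6% and 14.4% of calls false, and limma-voom 178 and 182 with 5.32% and 7.14% false. In the real data most changes called in parental cells were smaller, and OmoMYC changed far more genes. Pairs of real replicate libraries also differed unequally, so these shares do not give the power or error of the real comparisons. A G2/M list shifted by a log2 fold change of -0.3 was called by camera, fry and fgsea in both designs. Each of these methods also called other lists, 3 in the OmoMYC design and 4 in the parental design, so a call does not single out the list that was shifted. Lists of mitotic genes can share members, as CENPE is in the kinetochore list and in that of the 6 genes. Some of the other calls may therefore come from shifted genes. The copies of the paper's Tables S1 and S3 hold 1998 of 7304 and 1998 of 2665 genes, and were used only to look up single genes and to compare log2 fold changes.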

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

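The tests on S phase, cycling cells, mitochondrial RNA, mislabelling, transgene reads and the splits for cholesterol synthesis, and the lists of SREBP and LXR targets, were chosen only after the results were seen.

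MYC had a log2 fold change of 9.73 between OmoMYC and EGFP, which the paper's text does not discuss. The copy of the paper's Table S1 used here holds suppressed genes only, so whether MYC is listed there was not seen. The lowest MYC count in an OmoMYC library was 752 times the highest in an EGFP library, so a mislabelled sample is argued against. The median in the OmoMYC libraries was 529 CPM. OmoMYC is derived from MYC, and its reads could have been counted on MYC. Counts per gene hold no value that separates this from expression of MYC itself, so the transgene and the endogenous gene cannot be told apart. Library totals were 28060817 to 32001315 counts with EGFP and 29288048 to 38358128 with OmoMYC, which argues against library size as the cause. MYC had 16 to 20 counts in the EGFP libraries, where MYCN had 76335 to 84197. MYCN had 65298 to 84071 counts in the OmoMYC libraries, which argues against MYCN reads counted on MYC as the cause. GC content and reads shared with other paralogs were not tested for a difference of this size.

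The 42 tested replication-dependent histone genes had a median log2 fold change of -0.54 with OmoMYC, with 41 genes lower and 37 called (camera adjusted p = 3.60e-12). Their share of all counts was 1.05% with EGFP and 0.726% with OmoMYC. After the correction for GC content, transcript length and gene span the median was -0.65, and after thinning to equal library size it was -0.53, so neither of these is the whole cause. Histone messages rise in S phase, and the S phase list fell as well (median -0.48 as a difference in log2 CPM), so fewer cells in S phase may contribute. Cell cycle phase was not measured in these libraries, and how reads shared between histone genes were counted is not stated in the paper's text. Differences between the 2 engineered lines stay open.

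The 13 mitochondrially encoded genes had a median log2 fold change of 0.50 with OmoMYC, all 13 were higher and 10 were called (camera adjusted p = 0.000887). Their share of all counts was 3.08% ± 0.467 with EGFP and 4.39% ± 0.206 with OmoMYC (SD, n = 3 each). The median was 0.79 after the correction for GC content, transcript length and gene span and 0.51 after thinning, which argues against both as the whole cause. A common shift of all mitochondrial RNA was tested first by the gap between the extreme genes, MT-ND6 (1.05, standard error 0.59) and MT-CO1 (0.25, standard error 0.08). That gap of 0.80 was below 2 times the sum of these standard errors and did not separate them. A chi-square test of equal log2 fold changes, weighted by standard errors and chosen afterwards, gave p = 1.81e-08. The genes are not independent, since they are processed from common transcripts, so this p-value is only approximate. It argues against a single common shift, while a rise of unequal size and a difference between the 2 lines stay open.

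In parental cells, the 24 tested cholesterol synthesis genes had a median log2 fold change of -0.16 with dTAG47, with 23 lower and 4 called (16 when adjusted over the list alone). This is the only list of the 14 that was called by camera (adjusted p = 1.33e-14), by fry (adjusted p = 0.000245) and with an estimated correlation (adjusted p = 0.00249). The median stayed between -0.17 and -0.14 as single libraries were left out. The real split gave the largest difference in the mean of the list among the 35 splits of the 8 libraries (1 of 35). The list was picked after its values were seen, and its libraries did not overlap between treatments. That rank was thus fixed in advance and says nothing on chance. The median was -0.15 after the correction for GC content, transcript length and gene span, and -0.17 after thinning. GC content, gene length and library size are thereby argued against as the whole cause. Chance is argued against only by the tests adjusted over the 14 lists. The S phase list had a median of 0.00997 with members in both directions. After the correction for gene features 36 of its 41 genes were higher (median 0.04, camera adjusted p = 0.000416), which would go against fewer cycling cells, but fry did not call it (adjusted p = 0.288) and the libraries of the treatments overlapped, so this stays open. Of 16 other SREBP targets, 14 were lower (median -0.03, camera adjusted p = 0.0122 over all lists tested, 0.00449 before adjustment, fry adjusted p = 0.0312). With the correction for gene features 12 were lower and 4 higher, and camera called them (adjusted p = 0.00451) but fry did not (adjusted p = 0.218), so whether a lower activity of SREBP is a part of the pattern stays open. LXR targets other than ABCA1 did not rise as a set (9 genes, camera adjusted p = 0.276, 0.218 before adjustment), although ABCA1 did, and so a response to excess sterol cannot be told apart from other causes by that list, which is small. That dTAG47 itself lowers SREBP activity in these cells is no more than a hypothesis, as this activity was not measured.

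MYCN stood at 2790 CPM in DMSO replicate 3, apart from the other DMSO replicates at 2637 to 2647 CPM. The mean log2 CPM of the WNT/beta-catenin list also set DMSO replicate 3 apart, at 4.27 against 4.18 to 4.19. These are 2 of 94 groups of libraries that were examined, and chance alone sets apart about 1 group in 20, so 2 are no more than chance gives. Without DMSO replicate 3, the parental comparison gave 5 induced and 2 suppressed genes. No further technical explanation and no biological explanation was tested.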

How the results depend on the processing

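The factor for replicates 1 and 2 against 3 and 4 in the parental experiment was the only alternative chosen after results were seen.

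In the comparison of OmoMYC with EGFP, under DESeq2, RLE and upper quartile factors, library size only, no filter, at least 10 counts in every library and limma-voom, 3390 to 3780 genes were suppressed and 3554 to 3905 induced. Of the 7311 called genes, 0 changed sign in those of these alternatives, or without those single libraries, in which they were tested, and not every called gene was tested in each. The share of induced genes among called genes ran from 47.2% to 53.4%, so which direction had more genes depended on the setting. A test against a 1.5-fold change in place of the fitted fold change called 239 genes suppressed and 945 induced, as its construction demands more of each gene. Among single genes named, 2 calls were gained under other alternatives, and leaving out libraries gained 3 calls and lost 3.

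Of the 12 lists called with a preset correlation, 0 were called with an estimated correlation. The adjusted p-values then were 0.125 for S phase, for G2/M and for spindle and mitotic kinesins, and 0.267 for myogenesis, and 9 calls of further lists were lost with an estimated correlation or fry. An estimated correlation widens the null distribution, and medians are unaffected by it. The WNT/beta-catenin list was called by fry alone (adjusted p = 0.0234, range 0.0234 to 0.738), and fry called it in the opposite direction after the correction for gene features (adjusted p = 0.00305). The integrin list pointed down under fry (adjusted p = 0.371), fgsea (0.314) and at least 10 counts in every library (0.869), and single libraries left out gave 0.688 to 0.979 with either direction. Its members go both ways, and the cause was not tested.

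In parental cells treated with dTAG47, DESeq2 gave 15 suppressed and 44 induced genes, library size only gave 11 induced, and the factor for replicates gave 420 and 374. Leaving out a library gave 2 to 32 suppressed and 4 to 52 induced genes, lowest without DMSO replicate 1, DMSO replicate 4 or dTAG47 replicate 3 and highest without dTAG47 replicate 2. The cause was not tested for DESeq2 and library size. RLE and upper quartile factors, no filter, at least 10 counts and limma-voom gave 5 to 6 suppressed and 13 to 21 induced genes. Of the 6 lists called, 1 was called with an estimated correlation and 1 by fry. As single libraries were left out, camera called 3 (without DMSO replicate 1) to 8 (without dTAG47 replicate 1) of all 14 lists. The 6 mitotic genes as a list had adjusted p-values of 0.682 with an estimated correlation, 0.531 by fry and 0.102 by fgsea, and from 0.00615 (without dTAG47 replicate 2) to 0.101 (without DMSO replicate 1). The spindle list, whose median was near 0, pointed down under fgsea (0.998) and library size only (0.830), and gave 0.375 to 0.956 as libraries were left out. The S phase list gave 0.0379 (without DMSO replicate 2) to 0.851 (without dTAG47 replicate 1), with either direction. Log2 fold changes near 0 took either sign for WDR5 (-0.040 to 0.0032), CRBN (-0.067 to 0.032) and NGFR (-0.017 to 0.14). For single genes, 2 calls were lost (IDI1 with RLE factors and FDFT1 with upper quartile factors), and leaving out libraries gained 1 and lost 40, as fewer libraries were tested. For further lists, 9 calls were lost under other alternatives, and leaving out libraries gained 5 and lost 6.

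A block for replicate number was set in advance, but it was not shown that equal numbers pair the libraries, since not every pair had a correlation above 0.1. The deviations of libraries with the same number from their group means correlated by 0.0760, -0.0697 and 0.293 in the OmoMYC experiment and by 0.00930, 0.109, 0.101 and 0.159 in parental cells, across genes, which are not independent. With the block, 3867 genes were suppressed and 4233 induced by OmoMYC, and 362 and 306 by dTAG47, and the spindle list in parental cells pointed down (0.750). The block also added calls of GAPDH, CENPE, ASPM and SMC4 in parental cells.

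Depth limits genes with few counts. NKAIN4, below 1 CPM, was called by edgeR and given no adjusted p-value by DESeq2, and GATSL1 was not detectable as changed at 1 to 10 counts per library.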

Differences from the paper's values

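No test was chosen after the results were seen for the values in this part, apart from the replicate factor named below.

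The paper's text gives 44 induced and 14 suppressed genes in parental cells treated with dTAG47, against 17 and 6 here. The paper's Fig. 3c shows about 57 induced and about 15 suppressed genes, read by eye, which differs from the paper's text as well. Among the alternatives set before the data were examined, DESeq2, the tool the paper's methods name, gave 44 induced and 15 suppressed genes, within 1.5-fold of the text and of the figure. Without dTAG47 replicate 2 the induced genes numbered 52, within 1.5-fold of both values of the paper, and the suppressed genes 32, which were not. None of the other alternatives closed the gap for either direction. They gave 4 to 21 induced genes and 2 to 6 suppressed genes, or 306 and 362 with a block for replicate number. The factor for replicates 1 and 2 against 3 and 4, which was chosen after seeing the values, gave 374 and 420 and did not close the gap either.

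The paper states that every fold change in parental cells was small. NKAIN4, at below 1 CPM, was 2.68-fold lower with dTAG47 here, DESeq2 did not give it an adjusted p-value, and its call was lost on leaving out any one of at least 4 of the 8 libraries. The paper lists WNT signaling among gene sets of induced genes. The WNT/beta-catenin list used here, which is not the paper's gene set, was not called by camera (adjusted p = 0.414) and was called as induced by fry (adjusted p = 0.0234), but as suppressed after the correction for GC content, transcript length and gene span (fry adjusted p = 0.00305).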

Other observations

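The tests on replicates 1 and 2 against 3 and 4 and on myogenesis, and the lists of glycolysis and hypoxia genes, were chosen only after the results were seen.

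Other splits of the libraries were fitted for both experiments. In the OmoMYC experiment 1 of 10 splits, the real one, gave as many suppressed genes, as many induced genes, as many of either past 1.5-fold and as many called lists. Each other split called 0 genes. The other splits still called 7 to 11 of the 14 lists by camera, against 12 for the real one, so the number of lists called by camera barely sets the real split apart. As 10 splits cannot give a share below 10%, this design cannot exclude chance by counting splits. In parental cells, 4 of 35 splits gave as many suppressed genes, 4 of 35 as many induced genes and 8 of 35 as many called lists. The number of called genes in this comparison is thus within what other groupings of the same libraries give.

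One of those splits sets replicates 1 and 2 of both treatments against replicates 3 and 4 and called 3820 genes, more than any other split, and 2 more splits called more genes than the real one. A difference between these pairs of replicates may therefore hide changes by dTAG47 in a model without it. With that factor in the model, 794 genes were called. Of the 18 splits that part each pair of replicates, 1, the real one, gave as many, and the largest other gave 10. A share below 5% cannot be reached with 18 splits, so chance cannot be told apart by this count. No batch is named in the labels or the paper's text, and dTAG47 replicate 1 is not clearly closer to dTAG47 replicate 2 than to replicates 3 and 4.

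With the factor, GAPDH rose by a log2 fold change of 0.15 (adjusted p = 0.00466), and MYCN by 0.09 (adjusted p = 0.0450). GAPDH is the reference gene of the paper's mRNA analysis. The 6 mitotic genes as a list were called (median -0.09, camera adjusted p = 0.00269, fry adjusted p = 0.0316), but in the model without the factor the correction for gene features left a median of -0.02 and no call, and the fit with the factor was not corrected. Genes of cohesin and condensin were called by fry only (adjusted p = 0.0111). Of the 24 cholesterol synthesis genes, 14 were called suppressed.

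Glycolysis genes were conspicuous among those induced by dTAG47. The 11 other glycolysis enzymes, which leave out the genes already called, were all higher, with a median log2 fold change of 0.15 (camera adjusted p = 3.66e-09, 7.70e-10 before adjustment, fry adjusted p = 0.0104). A rise of glycolysis genes as a whole is consistent with this. Of 25 hypoxia-induced genes outside glycolysis, 20 were higher (median 0.16, camera adjusted p = 3.47e-08, 9.13e-09 before adjustment), but fry did not call them (adjusted p = 0.280), so a hypoxia response stays open. No oxygen level or culture density is given for these libraries.

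In parental cells camera also called replication-dependent histones (median log2 fold change 0.14), ribosomal proteins (0.09), mitochondrially encoded genes (0.04) and core MYC targets (0.03), none of which was called by fry (adjusted p = 0.516 to 0.531). The core MYC targets include LDHA, which is also among the induced glycolysis genes. Camera called none of the lists for S phase (0.01), G2/M (-0.01), kinetochore and spindle checkpoint (-0.02), spindle and mitotic kinesins (0.01), cohesin and condensin (-0.04), myogenesis (0.02), WNT/beta-catenin (0.02) and integrins (-0.06). Medians this close to 0 moved with single libraries: without DMSO replicate 1 the mitochondrially encoded genes had a median of 0.02, without DMSO replicate 3 they had 0.07, and without dTAG47 replicate 2 the core MYC targets had 0.06. The medians of the S phase, G2/M, spindle and WNT/beta-catenin lists took either sign. The core MYC targets were not called without DMSO replicate 1, 3 or 4 or dTAG47 replicate 1 or 4, nor the mitochondrially encoded genes without DMSO replicate 1. S phase was called without DMSO replicate 2 or dTAG47 replicate 3, and G2/M, kinetochore and spindle checkpoint, and myogenesis without dTAG47 replicate 1 (adjusted p-values of 0.0280, 0.0280 and 0.0166).

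In the OmoMYC experiment, the 133 tested genes of ion channel and neurotransmitter receptor families had a median log2 fold change of 0.25, with 87 higher (camera adjusted p = 0.0160, 0.0109 before adjustment, without a correction for gene features). After the correction for GC content, transcript length and gene span the median was -0.051, with 69 lower and 64 higher. Camera then no longer called the set (adjusted p = 0.374), while fry still called it as higher (adjusted p = 0.0137) and the libraries of the groups did not overlap. How far a trend with these gene features accounts for the rise stays open. The myogenesis list kept a median of 0.11 after the same correction and was still called by camera, so that trend is argued against as its whole cause, although it took most of the median.

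Differences in copy number between the separately engineered EGFP and OmoMYC lines were sought in 284 windows of 10 Mb with at least 10 genes. In 0 windows did the median log2 fold change pass 0.51, the limit from 1000 shuffles of the genes. A copy gained or lost over a whole window that is present in 2 copies would pass this limit if expression followed copy number. Changes from a higher copy number, or in a part of a window, could lie under it and cannot be told apart from none. At and near MYCN on chromosome 2, the genes with the highest mean CPM all fell. These were DDX1 (-0.39, rank 1 of 13803 tested genes), MYCN (-0.28, rank 16) and NBAS (-0.24, rank 70). Genes of lower rank went both ways: SMC6 (-0.47, rank 3169) fell, while FAM84A (1.87, rank 5667) and VSNL1 (3.94, rank 9359) rose. For DDX1, MYCN and NBAS, a lower copy number of the amplified region in the OmoMYC line cannot be told apart from an effect of OmoMYC.

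Among genes called in parental cells, the paper's Table S3 for PDPK1 depletion lists NKAIN4 (the paper's log2 fold change is -1.57), FDFT1 (-0.78), CELSR2 (-0.69), HMGCS1 (-0.44), INSIG1 (-0.42), TBC1D22A (0.35), HK2 (0.36) and ATP11A (0.40) in the same direction as dTAG47 in parental cells. It lists ALDOC (-0.88) and ABCA1 (-0.39) in the opposite direction. The copy used here holds 1998 of its 2665 genes, so other genes were not looked up. The depletion also lasted longer than the 18 h of dTAG47 in parental cells. The paper's mean normalized count of GATSL1 in that table is 376, against 1 to 10 counts per library in parental cells. NGFR, which the paper's Table S3 lists at -3.01, rose by a log2 fold change of 4.44 with OmoMYC.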
